# Nuclear receptors connect progenitor transcription factors to cell cycle control

**DOI:** 10.1038/s41598-017-04936-7

**Published:** 2017-07-07

**Authors:** Marta Neto, Marina Naval-Sánchez, Delphine Potier, Paulo S. Pereira, Dirk Geerts, Stein Aerts, Fernando Casares

## Abstract

The specification and growth of organs is controlled simultaneously by networks of transcription factors. While the connection between these transcription factors with fate determinants is increasingly clear, how they establish the link with the cell cycle is far less understood. Here we investigate this link in the developing *Drosophila* eye, where two transcription factors, the MEIS1 homologue *hth* and the Zn-finger *tsh*, synergize to stimulate the proliferation of naïve eye progenitors. Experiments combining transcriptomics, open-chromatin profiling, motif analysis and functional assays indicate that these progenitor transcription factors exert a global regulation of the proliferation program. Rather than directly regulating cell cycle genes, they control proliferation through an intermediary layer of nuclear receptors of the ecdysone/estrogen-signaling pathway. This regulatory subnetwork between *hth*, *tsh* and nuclear receptors might be conserved from *Drosophila* to mammals, as we find a significant co-overexpression of their human homologues in specific cancer types.

## Introduction

The programs for organ development are encoded in organ specification networks. In these networks, transcription factors (TFs) tightly control the specification of progenitor cells and their proliferation to ensure that the right types and amounts of cells are produced. Several organ-specification networks have been described in detail in the past years in vertebrates and invertebrates^1–6^. However, how transcription factors act upon the cell cycle machinery to regulate progenitor cell proliferation is still poorly understood. To investigate this issue we have resorted to the developing *Drosophila* eye, for which a detailed transcriptional network is available^6–8^.

In the fly eye primordium, eye progenitors are specified by the co-expression of a set of transcription factors: the two *Drosophila* Pax6 genes *eyeless* (*ey*) and *twin of eyeless* (*toy*), the TALE-class homeodomain *homothorax* (*hth*) and the Zn-finger encoding gene *teashirt* (*tsh*)^6, 9, 10^. This gene expression combination is transient: the undifferentiated, proliferative state of progenitors is maintained as long as they express *hth*. Accordingly, the forced maintenance of *hth* blocks retina differentiation. In its progenitor role, *hth* is known to interact with *tsh* ^10^. One important aspect of this interaction is that it is synergistic. Maintenance of *hth* stalls differentiation, while maintaining *tsh* only causes a mild retinal differentiation impairment (see below). However, maintaining the expression of both TFs (“hth + tsh”) results in large tumor-like overgrowths formed by progenitor-like cells^10, 11^. (see Results below). This suggests that hth + tsh together control the cell cycle machinery, directly or indirectly.

Interestingly, the vertebrate *hth* homologues, the MEIS gene family, not only are progenitor transcription factors that play essential roles during development^12–17^, but their elevated expression has been associated to a number of tumor types in mice and humans^18–28^.

The synergistic growth-inducing ability of Hth and Tsh has been attributed, at least in part, to their direct protein interaction with Yki^11^, the nuclear effector and transcriptional co-activator of the Salvador-Warts-Hippo tumor suppressor pathway^29^. Only one direct transcriptional target of the Hth:Tsh:Yki complex has been functionally validated to date, though, the miRNA-encoding gene *bantam* (*ban*)^11^. Even though *ban* is expected to have a rather pleiotropic effect^30, 31^, on its own it does not account for the large overgrowths induced by Hth:Tsh:Yki. Therefore, a global picture of the transcriptional changes specifically induced by *hth* and *tsh* and how these are connected to tissue growth is still lacking.

Here we have analyzed the global impact that hth + tsh have on the developing eye to establish links between these transcription factors and target genes, using genome-wide gene expression and open chromatin profiling, together with computational methods. The resulting picture of this epigenomic analysis is one in which the up-regulation of large numbers of cell cycle genes may be due to the primary regulation of a few potentially direct targets, that include a subset of components of the ecdysone/estrogen pathway. These nuclear receptors would then amplify the hth + tsh response by directly affecting cell cycle genes, as these genes show a signature of nuclear receptor binding. We tested this prediction functionally and showed that indeed *EcR*, the ecdysone receptor, and the nuclear receptors *Hr46*/*DHR3* and *ftz*-*f1* were required for hth + tsh-driven tumor-like overgrowth. Therefore, growth control by progenitor TFs Hth and Tsh would be funneled through nuclear receptors, acting as intermediaries. The connection between *hth*, *tsh* and nuclear receptors might extend beyond *Drosophila*, as we found a significant co-overexpression of the human homologues of *hth*, *tsh* and *ftz*-*f1*, the MEIS1, TSHZ and NRA52 genes, in specific cancer cell lines and tumors.

## Results

### Perturbations of progenitor transcription factors result in tissue overgrowth

During development, the expression of eye progenitor transcription factors is transient to allow cell cycle stop and differentiation. However, the forced maintenance in the eye primordium of two of these transcription factors simultaneously, *hth* and *tsh*, cause the tumor-like overgrowth of progenitor-like cells^10^. To analyze how the combined expression of these two factors drives proliferation, we expressed *hth* and *tsh*, either alone or in combination, using the eye-specific GAL4 driver *optix2*/*3*-*GAL4* (or “optix>”). *optix*> is specifically active in undifferentiated cells of the eye disc (Fig. 1A and Suppl. Figure 1 and ref. 32). Therefore, the effects of gene manipulations driven by *optix>* reflect effects on the undifferentiated population. While when *hth* or *tsh* were expressed alone no overproliferation was produced (*optix* > *GFP*:*hth* and *optix* > *tsh*, respectively; Fig. 1A–C), coexpression of both TFs in *optix* > *GFP*:*hth* + *tsh* (“hth + tsh”) produced disc overgrowths. The overgrown tissue does not differentiate into retina. This resulted, in the adult, in heads with a very small eyes surrounded by overgrown indistinct cuticle (Fig. 1A’,A”–D’,D”).

**Figure 1:**
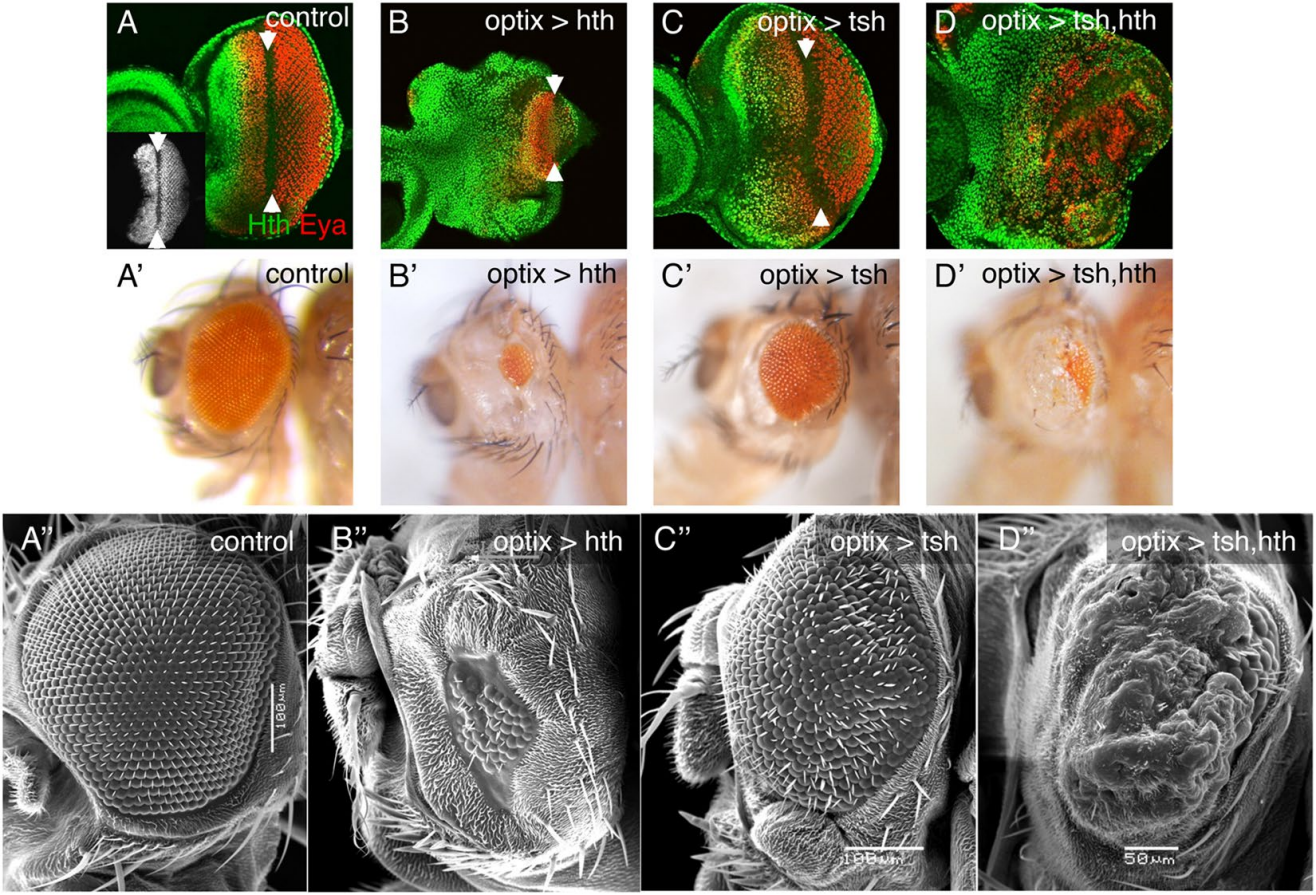
Forced maintenance of *hth and tsh* expression results in overgrowth and differentiation arrest. Late third instar (L3) eye discs (**A**–**D**) and adult heads (**A’**–**D’** and **A”**–**D”**) from control (*optix* > *GFP*) and hth- (*optix* > *hth*), tsh- (*optix* > *tsh*) or hth + tsh- (*optix* > *hth* + *tsh*) expressing animals. The GFP expression driven by *optix* > (*optix2*/*3*-*GAL4*; *UAS*-*GFP*) is shown in the inset in (**A**). Discs are stained with anti-Eya and anti-Hth. Anterior is left, dorsal is up (this orientation will be maintained throughout). (**A’**–**D’**) Lateral views of adult heads of the same genotypes as above. (**A”**–**D”**) SEM images of lateral views of adult heads of the corresponding genotypes. Overexpression of *hth* (*optix* > hth) results in a reduced eye disc area and smaller adult eye (**B**,**B”**). *tsh*-overexpressing flies (*optix* > tsh) show almost normal discs and retinal morphology (**C**–**C”**). However, overexpression of hth and tsh (*optix* > *hth* + *tsh*), results in overgrown eye discs showing abnormal folds. Adult heads develop a small retinal patch and an overgrowth of indistinct cuticle (**D**,**D”**).

### Cell cycle genes and nuclear receptors are altered downstream of Hth + Tsh

To obtain a global view of the impact that hth + tsh co-expression had on gene expression, we generated the transcriptional profiles of late third larval stage (L3) eye discs from control (*optix* > *GFP*) as well as *hth*-expressing (*optix* > *GFP*:*hth*), *tsh*-expressing (*optix* > *tsh*), and *hth* + *tsh*-expressing (*optix* > *GFP*:*hth* + *tsh*) larvae using RNA-seq (see Materials and Methods). 

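RNA from 5 pools of 50 eye-antennal discs each, dissected from wandering L3 larvae, was sequenced with the Illumina TruSeq protocol. The UAS/GAL4 system was used, in which the optix driver switches on transgenes in the eye disc. The paper calls the control optix > GFP, but the label of that library names UAS-GFP without a driver. There was 1 library each for the control, hth alone and tsh alone, and 2 libraries for hth + tsh, called A and B here because the labels do not settle which came from the stock and which from the cross. The authors mapped the reads to FlyBase genome release 5 with TopHat v2.0. They counted uniquely mapped reads in exons of each gene with HTSeq, regardless of strand, and deposited these counts without normalization. The totals were 27695892 counts for the control, 16618134 for hth + tsh A, 15653632 for hth + tsh B, 17904669 for tsh alone and 18381805 for hth alone. Genes with at least 1 CPM (the count divided by the library total and scaled to a common total) in at least 2 of the 5 libraries were kept, which left 8413 genes. Counts were normalized by edgeR's TMM method, and hth + tsh was compared with the control by edgeR's quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. Since the control, hth alone and tsh alone have 1 library each, the differences of hth alone and tsh alone from the control have no replicate check and no p-value. The 2 hth + tsh libraries differed by more than sampling noise (chi-square of 32.0 per degree of freedom over 8104 genes), so they are not copies of 1 library. This does not show where they came from, and they were treated as replicates because they are described as such. The counts do not separate transgene from endogenous transcripts. For hth itself, normalized CPM were 735 in the control, 820 in tsh alone, 1384 in hth alone and 1026 ± 6.58 (SD, n = 2) in hth + tsh. For tsh itself, normalized CPM were 158 in the control, 187 in hth alone, 1444 in tsh alone, 1115 in hth + tsh A and 590 in hth + tsh B. Each transgene was thus highest in the libraries labelled as carrying it, and tsh differed between the hth + tsh replicates by a log2 change from the control of 2.82 against 1.90.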

Principal component analysis of the RNA-seq data (Suppl. Fig. 2A) showed that *optix* > *tsh* clustered closest to the control, in agreement with its weak phenotype. *optix* > *GFP*:*hth* and the two *optix* > *GFP*:*hth* + *tsh* replicates were clearly distinguished. 

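The distance between libraries was taken as the root mean square difference of log2 CPM over 8413 genes. From the control, this distance was 0.530 for tsh alone, 0.934 for hth alone, 0.936 for hth + tsh A and 1.36 for hth + tsh B. The hth + tsh replicates lay 0.759 apart, farther than tsh alone lay from the control. Replicate A lay 0.640 from hth alone and was thus nearer to hth alone than to replicate B. The first principal component held 69.5% of the variance and placed the control at -55.7, tsh alone at -44.0, hth alone at 13.4, hth + tsh A at 20.4 and hth + tsh B at 65.9. The second component held 13.5% of the variance. With the 500 most variable genes in place of all genes, the alternative that moved the distances most, tsh alone was still the nearest to the control, at 1.68 against 3.15 for hth + tsh A. With single libraries, the distances of hth alone and tsh alone have no replicate error.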

Next, when differential gene expression (DE) between the *optix* > *GFP*:*hth* + *tsh* and control samples was analyzed, the majority of DE-genes were down-regulated (Suppl. Fig. 2B). 

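Of 8413 genes tested between the 2 hth + tsh libraries and the control, 92 fell and 14 rose with an adjusted p under 0.05 and a log2 change beyond 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes that fell made up 86.8% of those called. At an unadjusted p under 0.05, 897 genes fell and 463 rose. The number called depended strongly on the test, and edgeR's exact test gave 545 genes down and 74 up, while the share that fell was 88.0%. Among genes called with both replicates changed the same way, CG15765 fell by 5.54 on the log2 scale (standard error 0.219, adjusted p = 0.0204 from the quasi-likelihood test with Benjamini-Hochberg adjustment). It had 55.9 normalized CPM in the control, 1.18 in hth + tsh A and 1.20 in hth + tsh B. The other large falls were log2 changes of -6.58 for CG42460, -6.05 for CG9395, -5.73 for CG30419 and -4.87 for the gene listed as FBgn0028906. The largest rises were 10.59 for Cyp6a17, 6.92 for Gr64a, 5.04 for CG14059, 3.89 for CG11594 and 3.62 for Fbp2. For Cyp6a17 and Gr64a, which had 0 and 2 counts in the control, the size of these fitted values rests on near-empty control counts. With the prior count used for single libraries, Cyp6a17 changed by 8.37 in hth + tsh A, 8.64 in B, 8.82 in tsh alone and 4.63 in hth alone, and Gr64a by 6.65, 6.53, 6.80 and 6.68, so both were highest in tsh alone. In the same order the changes were 5.21, 4.67, 3.82 and 2.47 for CG14059 and 3.51, 4.15, 3.87 and 4.01 for CG11594. Fbp2 was highest in hth alone, at 6.35.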

GO-enrichment analysis of the 503 significantly down-regulated genes (p.adj < 0.05 and log fold change (FC) < −1) identified “generation of neurons” and “compound eye photoreceptor cell differentiation” as enriched terms (Suppl. Fig. 2C), in agreement with the vestigial retina that develops in *optix* > *GFP*:*hth* + *tsh* adults. 

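No Gene Ontology table was used here, so a list of 30 genes with known functions in photoreceptors and retinal differentiation was tested instead, of which 29 passed the expression filter. All 29 were lower in hth + tsh than in the control, with a median log2 change of -2.13. The test called 9 of the 29 down, against 83 of the other 8384 genes (Fisher's exact test, one-sided, p = 1.26e-11). With edgeR's exact test 25 were called down. In the single libraries the median log2 change of the list was -1.64 in hth alone and -0.22 in tsh alone, and all 29 genes were lower than the control in hth alone. The gene eya (FBgn0000320), on chromosome 2L of BDGP6 from 6527447 to 6546976, had 428 normalized CPM in the control and 131 ± 26.5 (SD, n = 2) in hth + tsh. Its log2 change was -1.71 (standard error 0.208, adjusted p = 0.0452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in hth alone it was -1.58. The paper derives its terms from a GO enrichment of the down-regulated genes and relates them to the vestigial retina of the adults.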

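A list of 30 DNA replication genes stood in for the GO terms, and 29 of them were tested. All 29 were higher in hth + tsh than in the control, with log2 changes between 0.24 and 1.02 and a median of 0.77. The median lay above that of all 10000 random lists matched on mean expression (percentile 100). None of the 29 passed both an adjusted p under 0.05 and a log2 change over 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 26 had an unadjusted p under 0.05. DESeq2 called 1 of them. The median log2 change was 0.35 in hth alone and 0.34 in tsh alone, where 29 and 28 of the genes were above the control. The replicates gave medians of 0.72 and 0.74.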

On the other hand, among the functions associated to the upregulated genes were those related to “cell cycle” and “DNA replication” (Suppl. Fig. 2D), which agree with the over-proliferative phenotype observed in *optix* > *GFP*:*hth* + *tsh* eye discs. This enrichment is found in a set of 103 significantly up-regulated genes (DE-seq, p.adj < 0.05 and logFC > 1), but is even stronger if the entire gene ranking is considered, whereby in the top 770 genes 74 cell cycle genes are recovered (p.adj 10^−32^, see Fig. 2A). 

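The genes were ranked by the signed -log10 p of edgeR's quasi-likelihood test, with the genes that rose at the top. Of the 74 genes shown in Fig. 2B, 72 were in the top 770 of 8413 genes, and with DESeq2 or edgeR's exact test all 74 were. All 74 had a positive log2 change in hth + tsh, from 0.38 to 1.87 with a median of 0.65. Only 1 of them had an adjusted p under 0.05 with the quasi-likelihood test and Benjamini-Hochberg adjustment, while 67 had an unadjusted p under 0.05. With DESeq2, 24 had an adjusted p under 0.05. Just 3 of the 74 rose by more than 1 on the log2 scale. Act57B had the largest rise and is also among the muscle genes considered below for carried-over tissue. Because Fig. 2B shows genes that were chosen for their rise in these same libraries, their position in the ranking is not an independent test of it.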

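For the 74 genes of Fig. 2B, the median log2 change from the control was 0.63 in hth + tsh A, 0.65 in hth + tsh B, 0.31 in hth alone and 0.24 in tsh alone. In hth alone 73 of the genes were above the control, and in tsh alone 71 were. Both medians lay above those of all 10000 random lists of the same size matched on mean expression (percentile 100), a description of these libraries without a replicate check. The genes had been chosen for a rise above this same control library and the random lists had not, so the percentile is no test of a rise in hth alone or tsh alone. In 66 of the 74 genes both hth + tsh replicates were higher than hth alone, tsh alone and the control. If the single changes added up on the log2 scale, hth + tsh would equal their sum. It lay above that sum in 51 of the genes, with a median departure of 0.11. This median was at percentile 100 of random lists matched on mean expression, but the genes had been chosen for their rise in hth + tsh, which favours a departure of this sign. An interaction of hth and tsh was tested over all 5 libraries with edgeR's quasi-likelihood test, and 0 of 8413 genes had a Benjamini-Hochberg adjusted p under 0.05 (smallest 0.374). At an unadjusted p under 0.05 there were 268 genes, of which 199 lay below the sum and 69 above it. The 3 of them in Fig. 2B were betaTub97EF at -0.76, pigs at 0.99 and dm at 0.73 on the log2 scale. DESeq2 gave 31 genes with an adjusted p under 0.05, with 25 below the sum and 6 above it, and 0 of these were in Fig. 2B. Both splits rest on a control and single libraries without replicates. A gene low only in the control falls below the sum, as Gr64a did at -7.21. So does a gene raised by carried-over tissue in hth alone, a possibility considered below for Fbp2, at -3.98. The splits are thus no measure of how hth and tsh combine. On counts simulated with 1 dispersion for all genes, the interaction test found 24.5% of genes changed by 2 on the log2 scale. That share need not hold for the real libraries. When only library size was normalized, the medians were 0.24 in hth alone and 0.18 in tsh alone. The paper reasons from the row-normalized heatmap, in which it sees a rise in hth + tsh and none with either gene alone, to a synergistic action of hth and tsh.

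**Figure D1:**
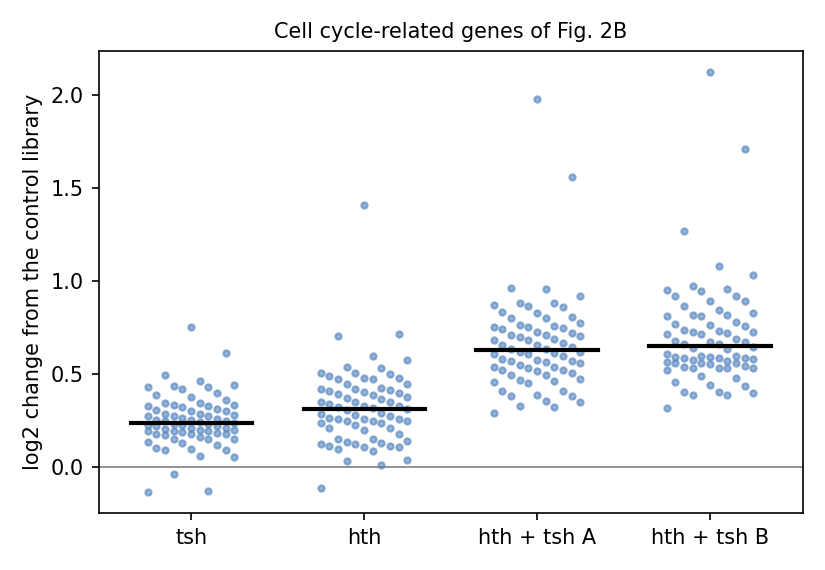
The log2 change from the control library of the 74 genes of Fig. 2B, with 1 point per gene, in tsh alone, hth alone and hth + tsh replicates A and B; horizontal bars are medians. The medians are 0.24, 0.31, 0.63 and 0.65, and the points have no error because the control is a single library.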

From the heatmap shown in Fig. 2B it can be observed that the cell cycle-related genes are up-regulated as a consequence of the synergistic action of *hth* and *tsh*, since no up-regulation is observed when either *hth* or *tsh* are over-expressed alone. 

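The gene polo (FBgn0003124), on chromosome 3L of BDGP6 from 20309654 to 20313466, had 419 normalized CPM in the control and 554 ± 2.18 (SD, n = 2) in hth + tsh. Its log2 change was 0.41 (standard error 0.158, adjusted p = 0.312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For dp53, listed as p53 (FBgn0039044), normalized CPM were 19.3 in the control and 22.8 ± 1.13 (SD, n = 2), a log2 change of 0.25 with adjusted p = 0.601 from the same test. Rbf (FBgn0015799) changed by 0.23 on the log2 scale, from 150 normalized CPM to 176 ± 3.99 (SD, n = 2), with adjusted p = 0.514. Rbf2 (FBgn0038390) changed most, by 0.77 on the log2 scale, from 23.1 normalized CPM to 39.1 ± 0.712 (SD, n = 2), with adjusted p = 0.112. All 4 rises were larger than the spread between the hth + tsh replicates, but none passed the adjusted threshold of edgeR's test, where the control has 1 library. Among these 4 genes, only polo is in the list of 74 genes read from Fig. 2B.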

Among these genes we found key cell cycle regulators, such as *polo* kinase, *dp53* and *Rbf* and *Rbf2* (Fig. 2B). A list of DE-genes can be found in Suppl. Table 1.

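All 504 genes listed as down-regulated in Suppl. Table 1 passed the expression filter, and all had a negative log2 change here. Of these, 450 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and 88 were among the 92 called down. All 103 genes listed as up-regulated had a positive log2 change, 101 with an unadjusted p under 0.05, and they included all 14 called up. In hth alone, 303 of the 504 down-regulated genes were also more than 1 log2 unit below the control, against 12 in tsh alone. Of the 103 up-regulated genes, 32 were more than 1 log2 unit above the control in hth alone and 20 were in tsh alone. Both counts include Fbp1 and Fbp2, which are considered below for carried-over tissue. All these genes were listed for a change from this same control library. That favours the same sign here and in the single libraries, so neither is an independent check.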

**Figure 2:**
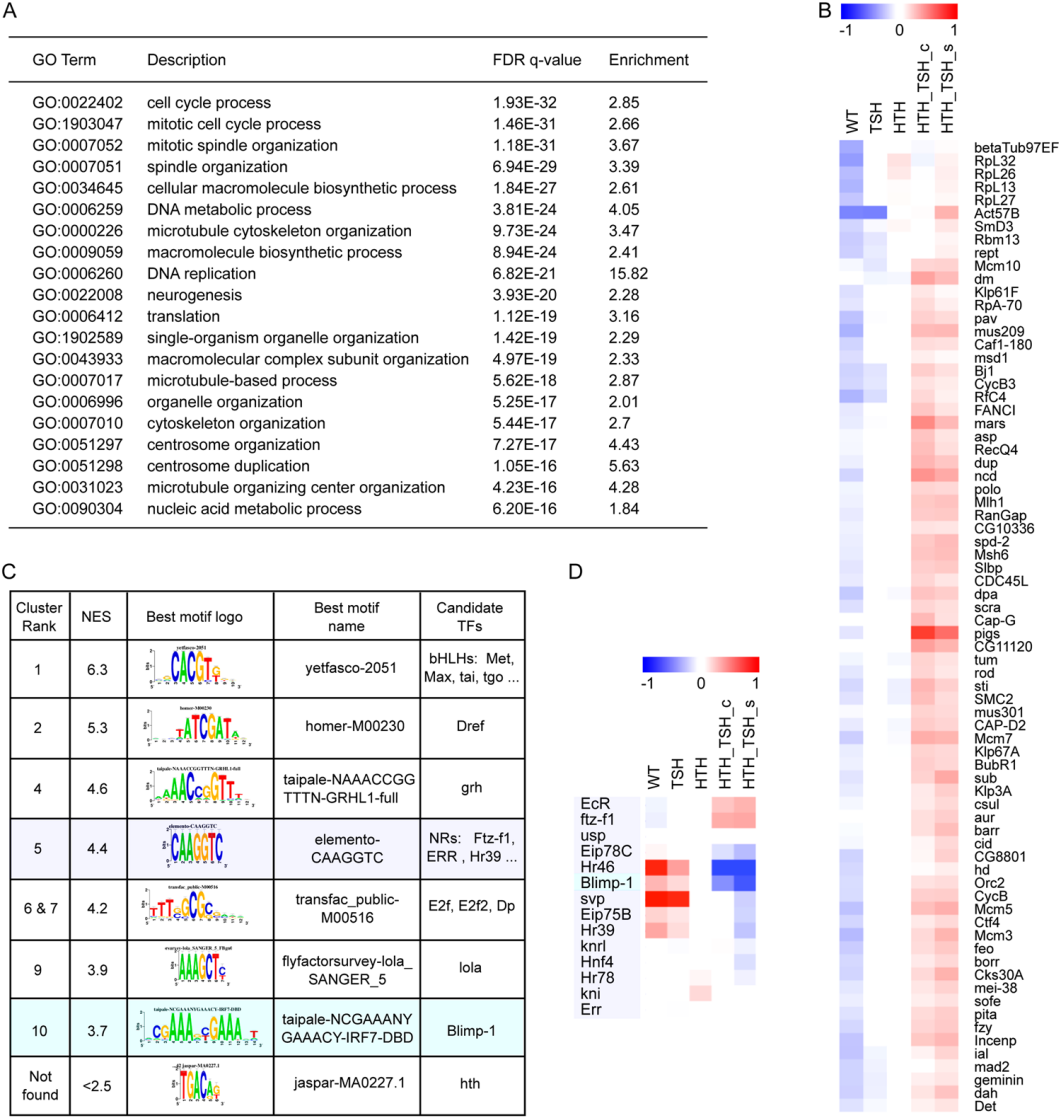
Transcriptomic profile of of hth + tsh cells. (**A**) Gene Ontology enrichment of genes up-regulated in hth + tsh compared to control eye discs (EA). Analysis performed by GOrilla^97^ on a ranked list of genes sorted by (signed) −log10(p-value). The sign indicates that up-regulated genes are on top (logFC > 0) and down-regulated genes (logFC < 0) are on the bottom of the list. (**B**) Heatmap with row-normalized expression values of the most significantly up-regulated cell-cycle related genes. (**C**) Motif enrichment on the up-regulated genes (770 genes, selected as the “leading edge” of the GOrilla analysis for cell cycle enrichment). Enrichment analysis is performed by i-cisTarget^33^ and enriched motifs are clustered within i-cisTarget using STAMP^103^. NES = Normalized Enrichment Score (>2.5 is significant). The Hth motif was not found enriched. (**D**) Heat map of expression profiles of motif related Nuclear Receptor genes and Blimp-1, showing strongest up-regulation of EcR and ftz-f1, and strongest down-regulation of Hr46 and Blimp-1.

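Of the 14 genes of Fig. 2D, ftz-f1 rose most in hth + tsh, by 1.60 on the log2 scale, followed by EcR at 0.66. The largest fall was that of Hr46, at -3.70. The next was svp at -3.05, with 54.6 normalized CPM in the control, 9.35 in hth + tsh A and 3.79 in hth + tsh B. Blimp-1 followed at -1.47. For svp the standard error was 0.599 and the adjusted p = 0.159 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its change in hth alone was -2.55. DESeq2 gave svp an adjusted p of 5.98e-06 and edgeR's exact test 3.15e-05, with the same adjustment, and it is listed as down-regulated in Suppl. Table 1. The changes of Hr39 and Eip78C were -0.69 and -0.62. In edgeR's quasi-likelihood test none of the 14 genes had a Benjamini-Hochberg adjusted p under 0.05, while 7 had an unadjusted p under 0.05.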

In order to further analyse the effects of hth + tsh on cell cycle regulation, we generated *hth* + *tsh*-expressing clones and examined the expression of different cell cycle markers: the G1/S-phase *cyclin*-*E*, the G2/mitotic *cyclin*-*A* and the cyclin-dependent kinase inhibitor *dacapo* (*dap*). In agreement with their effect stimulating proliferation, hth + tsh coexpression induces *cyclin*-*A* and *cyclin*-*E* expression and represses *dap* expression in cell clones (Suppl. Fig. 3).

To identify transcription factors (TFs) that may control directly these DE genes we looked for TF binding site motif enrichment in the vicinity of the differentially expressed genes using i-*cis*Target^33, 34^ (See Materials and Methods). Down-regulated and up-regulated genes showed different motif enrichment: potential binding sites for E-box (top-enriched motif with a NES score of 4.73) and Glass (Gl) (motif also enriched with a NES score of 3.17) were found associated to down-regulated genes (data not shown). E-box-binding bHLH proteins Hairy, Daughterless, Emc and E(spl)-family members are known to participate in the specification of retinal precursors, regulating, among other genes, *atonal*, another bHLH transcription factor required for the specification of the R8 founder photoreceptor precursor^35–39^; *gl* encodes a five Zn-finger transcription factor required for the development of all photoreceptors^40^. These results were expected, since hth + tsh cause a blockade of the retinal developmental program.

On the other hand, up-regulated genes showed enrichment in potential binding sites for a bHLH TF (possibly Taiman), and for the general transcriptional co-factors Dref^41^ and Grainyhead^42^. Interestingly, motifs for E2F and nuclear hormone receptors are also strongly enriched, including EcR (Ecdysone receptor), ERR (estrogen-related receptor), ftz-f1, Hr46/DHR3 or Hr39 (Fig. 2C). E2F is necessary for normal proliferation and DNA synthesis^43–45^ and the enrichment in E2F potential target genes might reflect the vigorous proliferation of hth + tsh cells. The enrichment of binding sites for nuclear hormone receptors of the EcR pathway in up-regulated genes was unexpected, and suggests that a critical subset of the up-regulated genes could be under the direct control of nuclear hormone receptors.

The finding of EcR/nuclear receptor-related motifs prompted us to investigate the expression profile of the members of the EcR signaling cascade differentially expressed specifically in hth + tsh cells (Fig. 2D). These included the nuclear receptors EcR and ftz-f1 (up-regulated) and the nuclear receptor Hr46/DHR3 and the transcriptional repressor Blimp-1 (down-regulated), this latter also a regulator of the ecdysone pathway^46^. 

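EcR (FBgn0000546) lies on chromosome 2R of BDGP6 from 6087873 to 6169087. Its normalized CPM were 98.2 in the control, with a 95% Wilson interval from 94.6 to 101.9, and 155 ± 7.90 (SD, n = 2) in hth + tsh. The log2 change was 0.66 (standard error 0.154, adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ftz-f1 (FBgn0001078), on 3L from 18750607 to 18801309, had 7.97 normalized CPM in the control, with an interval from 7.00 to 9.09, and 24.2 ± 0.588 (SD, n = 2) in hth + tsh. Its log2 change was 1.60 (standard error 0.223, adjusted p = 0.0590 from the same edgeR test). Hr46 (FBgn0000448), on 2R from 10203995 to 10237348, fell from 434 normalized CPM, with an interval from 426 to 441, to 44.7 in replicate A and 21.9 in replicate B. Its log2 change was -3.70 (standard error 0.503, adjusted p = 0.105 from the same edgeR test). Blimp-1 (FBgn0035625), on 3L from 5630983 to 5652094, fell from 233 normalized CPM, with an interval from 228 to 239, to 83.8 ± 15.7 (SD, n = 2). Its log2 change was -1.47 (standard error 0.195, adjusted p = 0.0551 from the same edgeR test). The intervals cover counting error only. DESeq2 gave each of the 4 genes an adjusted p under 0.05, the largest being 0.0381 for EcR. With either hth + tsh replicate left out, each gene kept its direction. Both replicates lay beyond both single libraries for all 4 genes.

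**Figure D2:**
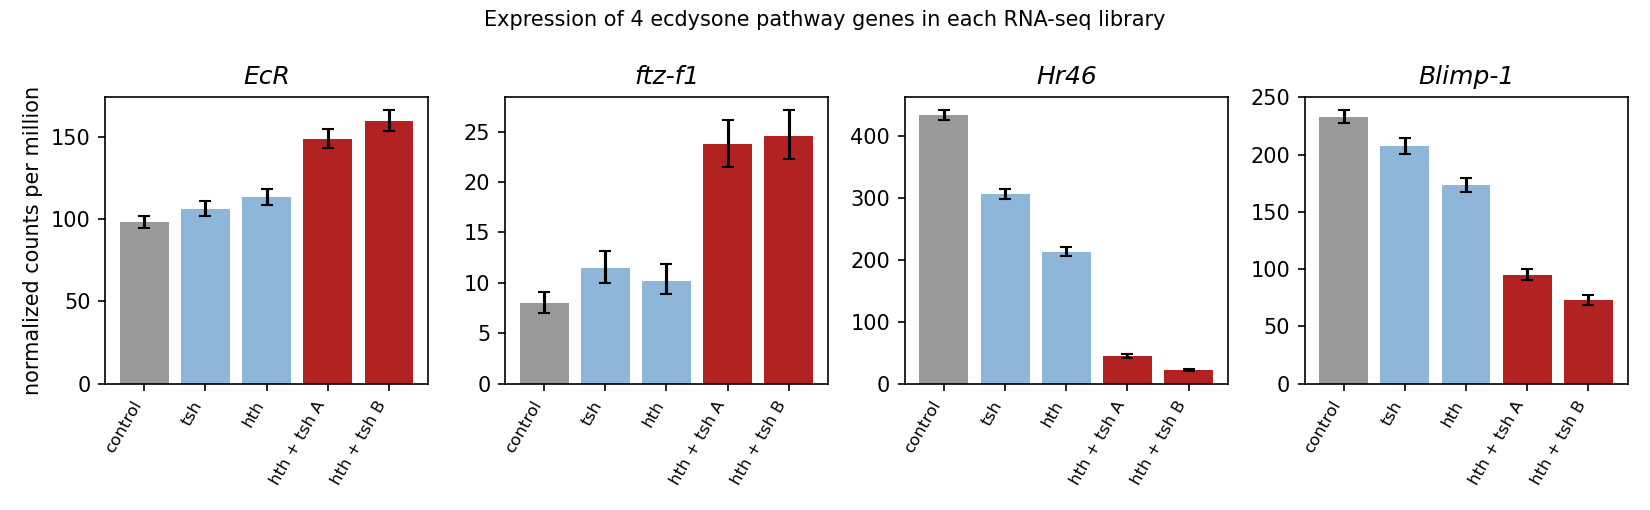
Normalized CPM of EcR, ftz-f1, Hr46 and Blimp-1 in the control, tsh alone, hth alone and hth + tsh replicates A and B. Each bar is 1 library, and error bars are 95% Wilson intervals for counting error; Hr46 is 44.7 and 21.9 in the hth + tsh replicates against 434 in the control.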

We noted that this pattern of nuclear receptor gene expression, characterized by high *EcR*/*ftz*-*f1* and low *Hr46*/*Blimp*-*1* is typical of a low/moderate ecdysone signaling^46–49^. Indeed, activity of the ecdysone pathway in L3 eye discs, monitored using an Ecdysone Response Element-lacZ (EcRE)^50^, can be observed straddling the morphogenetic furrow (MF), but not in more anterior regions, where the hth + tsh progenitor cells reside^51^. To test whether hth + tsh could reduce ecdysone signaling, we generated hth + tsh-expressing clones in an EcRE-Z background. Clones that span the MF show reduced EcRE-Z activity, while clones located elsewhere do not modify this reporter’s activity (Fig. 3A–C). Therefore, indeed co-expression of hth + tsh downregulates the response of cells to ecdysone signaling, and in a cell-autonomous manner.

**Figure 3:**
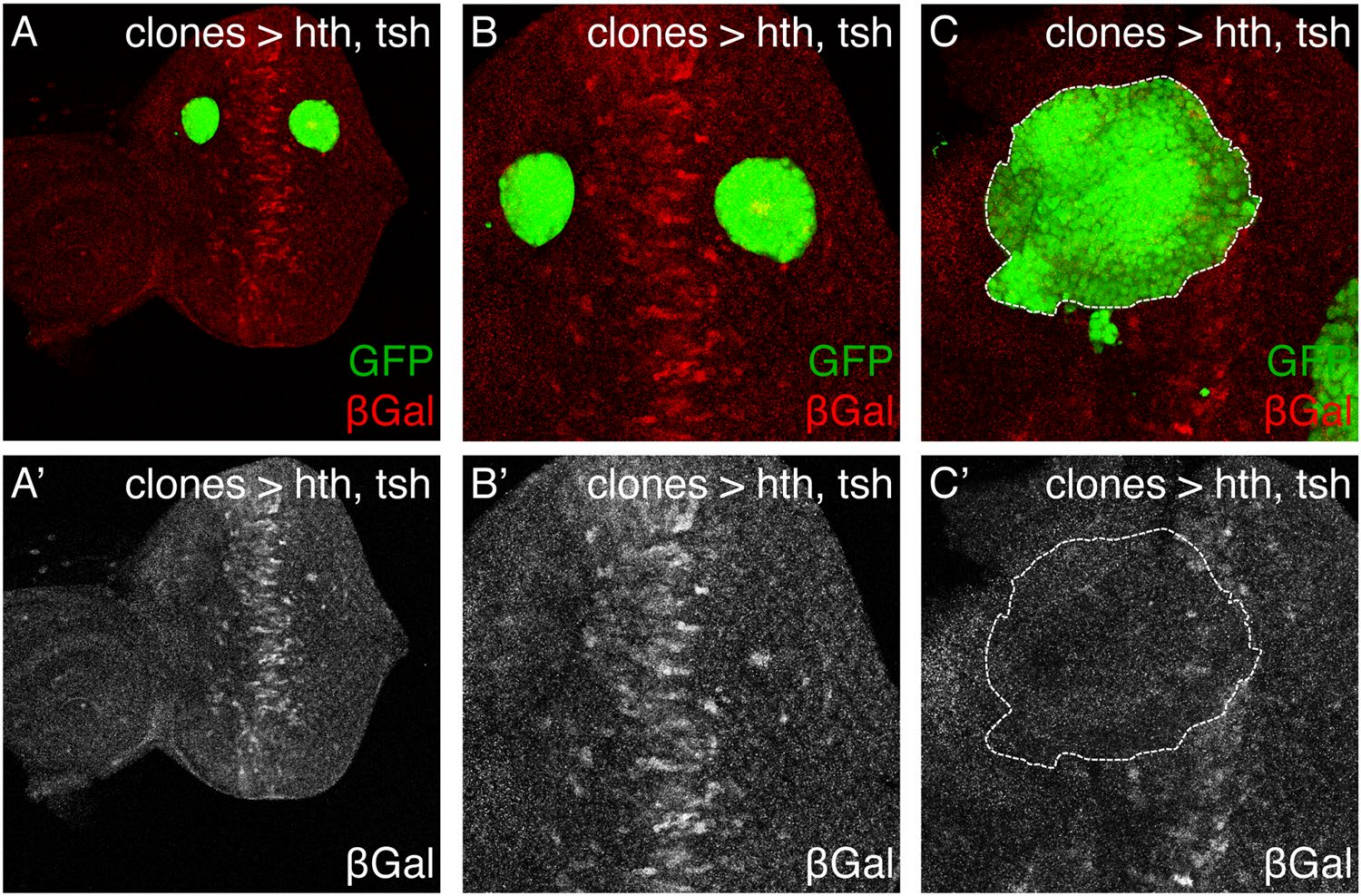
Co-expression of hth + tsh downregulate EcR signaling. hth + tsh-expressing clones (marked with GFP) induced in an Ecdysone Response Element-*lacZ* (EcRE-Z) background analyzed in L3 eye discs. *lacZ* expression is monitored with an anti-β galactosidase antibody (β gal). EcRE-Z is expressed straddling the morphogenetic furrow (dashed line) exclusively (**A**,**A’**). hth + tsh-clones overlapping the EcRE-Z domain repress its expression (**B**), while clones elsewhere do not (**A**,**A’**). (**A**) is a lower magnification view of the disc shown in (**A’**) where the whole pattern of EcRE-Z can be seen. The EcRE-Z sinla is shown separately in the lower panels.

Interestingly, we did not find an enrichment of Hth binding site (BS) motifs among the collection of hth + tsh DE genes (TGACA; http://pgfe.umassmed.edu/ffs/; note that a Tsh binding motif has not yet been described). The failure in finding Hth BSs could be explained by either one of two possibilities. First, Hth might bind to regulatory regions of many DE genes, but using a non-canonical BS. We find this unlikely, because all available experimental evidence (bacterial-1-hybrid in *Drosophila*, ChIP-seq in mouse, SELEX, protein binding microarrays, and manual curation) has retrieved the same binding motif for Hth/MEIS in invertebrates and vertebrates: the monomeric motif TGTCA or the palindromic dimer motif TGACA_NN_TGTCA^52^. Neither of these two motifs was found enriched in the up- or down-regulated DE gene set. We further noted that the DE genes regulated by hth + tsh were not enriched in Hth-binding sites previously identified using ChIP-seq^53, 54^. Alternatively, Hth might bind using its canonical BSs, but only on a relatively small subset of DE genes (primary targets), which then would amplify Hth regulation through secondary (indirect) targets. In such a situation, motif enrichment searches would not detect the Hth motif as significantly enriched. With this idea in mind, we looked for candidate direct targets by analyzing activity changes in associated regulatory regions.

### Open chromatin profiling confirms Nuclear Receptors as candidate regulators

Accessible chromatin regions are associated to active promoters and *cis*-regulatory elements (CREs). Therefore, we reasoned that changes in the activity of distal CREs overlapping Hth binding sites (from Hth-ChIP data), and located near DE genes would point to hth + tsh direct targets. To this end, we carried out open chromatin profiling using FAIRE-seq^55–57^. Specifically, we compared the FAIRE-seq eye disc profiles of two control strains (see Materials and Methods) and *optix* > *GFP*:*hth*, *optix* > *tsh* and *optix* > *GFP*:*hth* + *tsh* (Suppl. Table 2 and Suppl. Fig. 4). We identified relatively few CREs with significantly altered chromatin accessibility. This finding was rather unexpected. First, the severe overgrowth phenotype and the large amount of differentially expressed genes suggested otherwise. Second, in another *Drosophila* model of eye overgrowth/cancer (induced by simultaneous expression of oncogenic *ras* and loss of *scribble*) dramatic chromatin changes have been described^57^. Specifically, with a particular set of stringent parameters, we identified only 86 CREs showing significantly increased accessibility when hth + tsh were co-expressed (log2(FC) > 1 and (p-adj < 0.05)), and 87 with significantly decreased accessibility (log2(FC) < 1 (p-adj < 0.05)). The regions with decreased accessibility are significantly associated with down-regulated genes (Fig. 4A), mostly related to the loss of the differentiation program in the eye disc. 

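The regions and their accessibility changes are the paper's (Suppl. Table 2, release 5 coordinates), and the expression changes were computed from the counts. The table as read holds 61 regions with increased accessibility (log2 change over 1 and adjusted p under 0.05, the paper's values). The paper's text gives 86 at these thresholds, so the list used here is shorter than the paper's. The 61 regions name 37 genes, of which 35 could be matched and 25 passed the expression filter. Of these 25 genes, 3 fell by more than 1 on the log2 scale, and all 3 are listed as down-regulated in Suppl. Table 1. The lowest of them was Hr46, at -3.70. The paper gives a region of Hr46 on 2R from 6097612 to 6098317 a log2 change in accessibility of 1.20, and one from 6100212 to 6101166 a change of 1.13. The regions of Blimp-1, on 3L from 5623356 to 5624684 and from 5626875 to 5627800, have the paper's values of 0.91 and 0.76, under 1. The regions read reach down to a log2 change in accessibility of 0.462, so smaller increases are not covered. With all 70 expressed genes near the regions read that had an adjusted p under 0.05, 9 fell by more than 1 on the log2 scale. Among these 70, Hr46 was the second lowest and Blimp-1, at -1.47, ranked 6 from the bottom.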

On the other hand, only a handful of regions with increased accessibility are associated with down-regulated genes (Fig. 4B), of which *Hr46* and *Blimp*-*1* are the most prominent examples (Fig. 4B). We did not find a significant association between peaks with increased accessibility and up-regulated genes (Fig. 4B). 

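The regions read with increased accessibility number 61, against 86 in the paper's text. The 25 expressed genes near them had a median log2 change of 0.016 in hth + tsh, against 0.021 for all genes. This median was at percentile 37.2 of 10000 random lists matched on mean expression. Of the 25 genes 13 rose and 12 fell, 1 rose by more than 1 on the log2 scale, and 0 were called up. With all regions read that had an adjusted p under 0.05 (log2 changes in accessibility under 0.462 are not covered), the median over 70 genes was -0.06, at percentile 2.87. None of the 70 genes is listed as up-regulated in Suppl. Table 1, while 9 are listed as down-regulated.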

We next used i-*cis*Target to identify TF motifs within the FAIRE peaks showing increased accessibility, and again found Nuclear Receptor motifs (in this case, among NRs the EcR motif is the strongest, see Suppl. Fig. 5), but did not identify the Hth motif as enriched in the set. However, the few CREs with increased accessibility located near the down-regulated genes *Hr46* and *Blimp*-*1*, show overlapping or nearby ChIP-peaks for Hth (data from embryos^58^ and eye discs^59^ suggesting that hth + tsh may be directly repressing these nuclear receptor genes (Fig. 4C,D). Interestingly, these peaks also overlap EcR binding sites (Fig. 4C,D).

**Figure 4:**
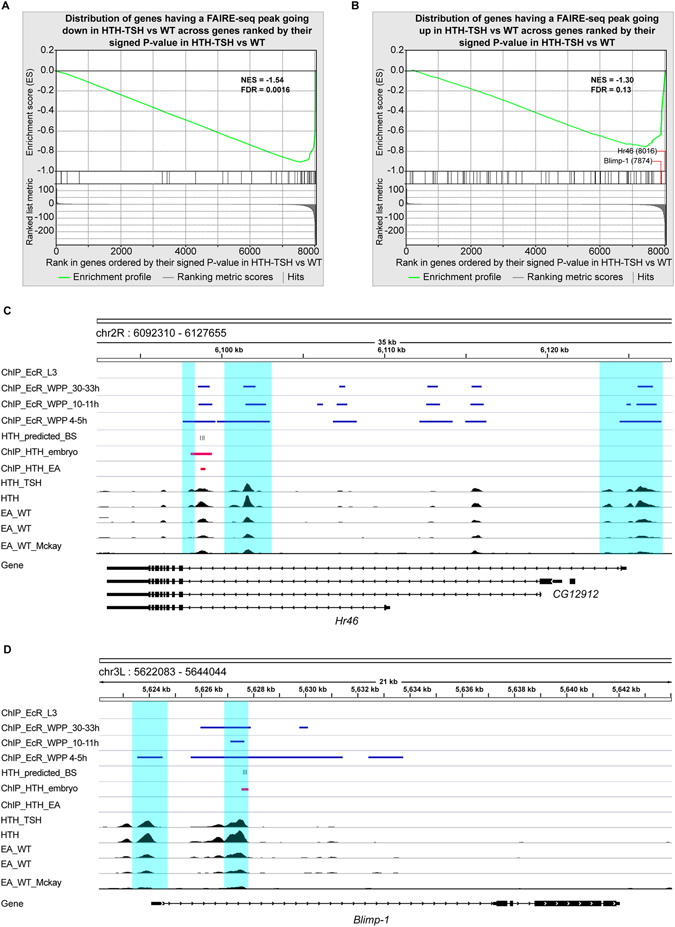
FAIRE-seq open chromatin profiling of hth + tsh cells. (**A**) Gene Set Enrichment Analysis (GSEA, ref. 100) compares gene expression changes with open chromatin changes. In the x-axis are all genes, ranked by the significance p-value of differential expression of control versus hth + tsh samples, with genes down-regulated in hth + tsh on the left, and genes up-regulated on the right. The tested gene sets (shown as black vertical lines) are genes with nearby (in 5 kb upstream and intronic space) FAIRE-seq peaks showing significant *decreased accessibility*. The correlation between both is highly significant (FDR < 0.001). (**B**) Similar plot, comparing changes in gene expression with genes showing nearby FAIRE-peaks with *increased accessibility*. In this case, the correlation is not significant, but the most down-regulated nuclear receptors Hr46 and Blimp-1 (indicated) are among the few genes showing peaks with increased accessibility. (**C**,**D**) Genomic view of Hr46 (**C**) and Blimp-1 (**D**) showing FAIRE-seq open chromatin profilling data for *optix* > *hth* + *tsh* (“HTH_TSH”), *optix* > *hth* (“HTH”) and control eye-antennal discs (EA) (EA_WT: black wiggle plot tracks); Hth ChIP-seq target regions in embryo and EA disc are shown with a red line; HTH-TSH versus WT differentially open chromatin peaks are highlighted with a cyan background; and prediction of binding sites within Hth ChIP peaks are shown as black ticks marked as “HTH_predicted_BS” (Cluster-Buster)^104^ motif score >6 using FlyFactorSurvey PWMs). In addition, ModENCODE EcR ChIP data are shown with a blue line, for L3 (modEncode_2640), WPP 4–5 h (modEncode_3398), WPP 10–11 h (modEncode_2641), WPP 30–33 h (modEncode_2642).

So far these data indicate that hth + tsh progenitor-like cells drive a specific pattern of nuclear receptor expression, characteristic of low/moderate ecdysone signaling, and that this expression pattern could be playing a direct role in the hth + tsh-induced overgrowths by in turn controlling a large set of cell cycle genes. If this hypothesis were true, some of these nuclear receptors should be required for the hth + tsh-driven tissue overgrowth. In addition, their expression should be regulated by hth + tsh *in vivo*. We next tested these two assumptions in turn.

### Functional analysis indicates that regulation of nuclear receptors EcR, ftz-f1 and Hr46/DHR3 controls hth + tsh-driven overgrowth

To test whether differentially expressed genes in the EcR pathway genes participated in controlling the hth + tsh induced overgrowth, we altered the expression levels of *EcR*, *Hr46*/*DHR3*, *ftz*-*f1* and *Blimp*-*1* in the *optix* > *GFP*:*hth* + *tsh* background, either through double-stranded RNAi-specific knock-downs, dominant negative forms (in the case of EcR) or by overexpression. When available, we used several different RNAis per gene (Suppl. Table 3). To evaluate whether varying the expression levels of a gene enhanced or suppressed the hth + tsh-driven phenotype, we took into consideration changes in size and extent of differentiation in eye discs and, in adults, we assessed retina size and amount of undifferentiated cuticle. In these experiments, we found strong interactions with *EcR*, *Hr46*/*DHR3* and *ftz*-*f1* (Figs 5 and 6 and Suppl. Fig. 7).

**Figure 5:**
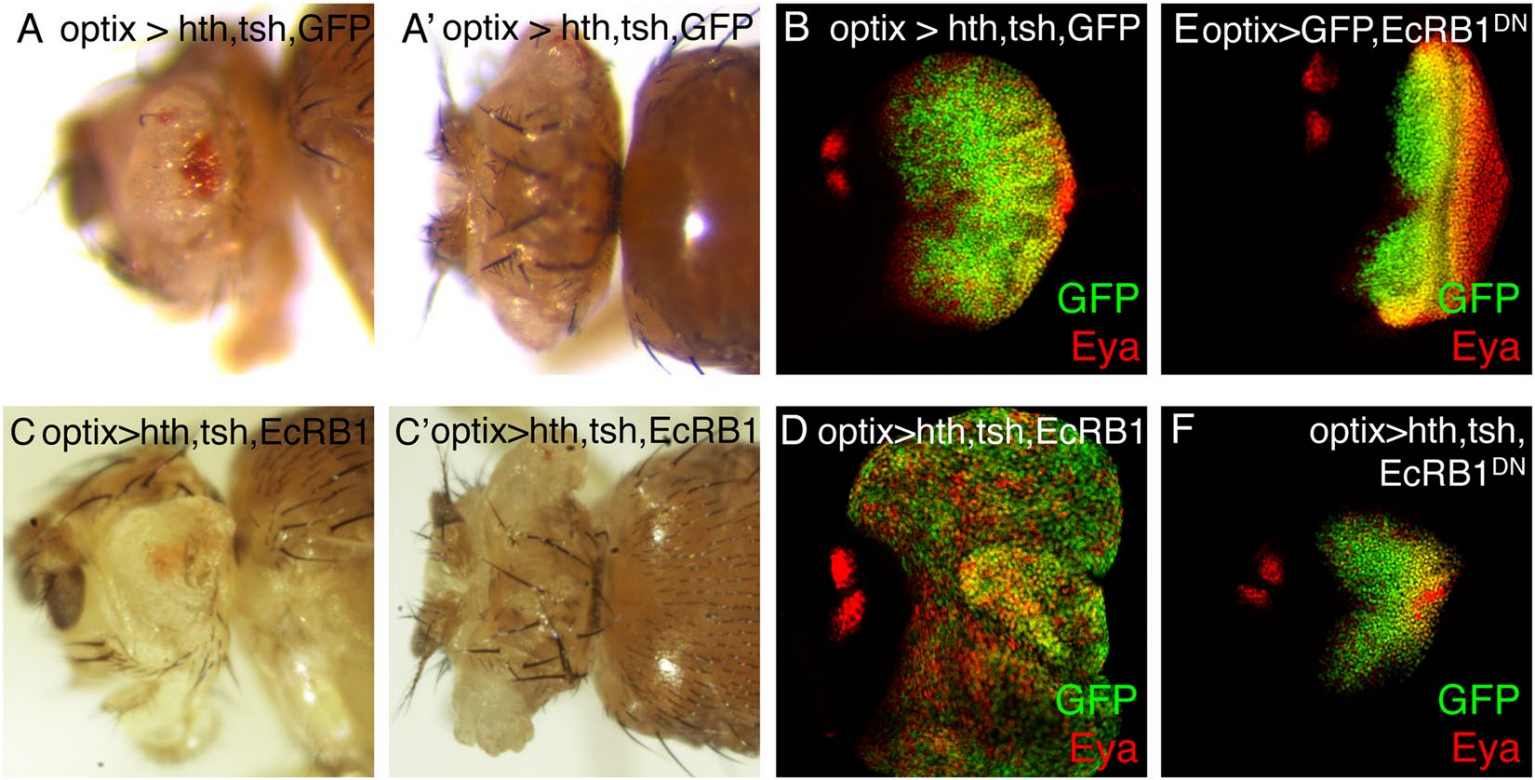
EcR functionally interacts with hth + tsh in inducing tissue overgrowth. Adult heads (**A**,**C** lateral and **A’**,**C’** dorsal views) and eye discs (**B**,**D**) of *optix* > *GFP*:*hth* + *tsh* + *GFP* (**A**,**B**) and *optix* > *GFP*:*hth* + *tsh* + *EcRB1* (**C**,**D**) (note that both genotypes harbor equal number of UAS-transgenes). Co-overexpression of EcRB1 enhances the overgrowth of lateral head cuticle and eye disc tissue. Comparison between eye discs overexpressing a dominant-negative form of the EcRB1 (**E**: *optix* > *GFP* + *EcRB1*-*DN*) and the co-overexpression of EcRB1-DN with hth + tsh (**F**: *optix* > *GFP*:*hth* + *tsh* + *EcRB1*-*DN*). Expression of EcRB1 causes a mild reduction in eye disc size (**E**). Coexpression of EcRB1-DN suppresses the overgrowth produced by hth + tsh (compare **F** with **B**). Discs are stained with anti-GFP (green) and anti-Eya (red) antibodies.

**Figure 6:**
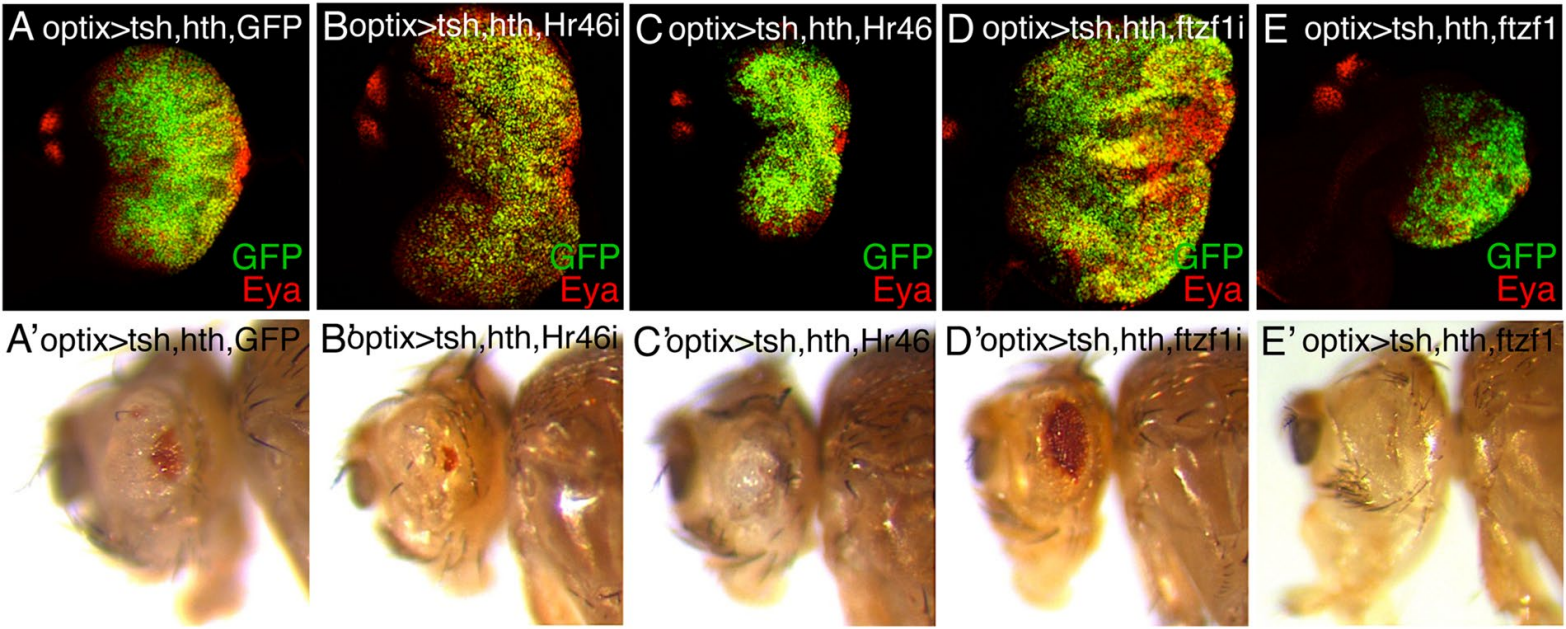
Nuclear receptors *Hr46* and *ftz*-*f1* functionally interact with hth + tsh in inducing tissue overgrowth. L3 eye discs, stained for GFP and Eya (upper panel) and lateral views of adult heads (lower panels) of the indicated genotypes (note that all genotypes harbor equal number of UAS-transgenes). RNAi-mediated attenuation (**B**) or overexpression (**C**) of *Hr46* enhances or suppresses, respectively, the hth + tsh-induced eye disc overgrowth. In adults, however, while Hr46 attenuation enhances the tissue overgrowth/loss of eye (**B’**), its overexpression reduces the tissue overgrowth, but without rescuing retina differentiation (**C’**). RNAi-mediated attenuation of *ftz*-*f1* (**D**) or overexpression (**E**) enhances or suppresses, respectively, the hth + tsh-induced eye disc overgrowth. In this case, *ftz*-*f1* attenuation partly rescues the eye reduction of hth + tsh individuals (**D’**). Co-overexpression of *ftz*-*f1* suppresses the lateral cuticle overgrowth, without rescuing retina differentiation (**E’**).

On its own, overexpression of *EcR* (*optix* > *EcRB1*) did not result in any abnormality (Suppl. Fig. 6). However, when EcR was co-overexpressed with hth + tsh (*optix* > *hth* + *tsh* + *EcR* ^*B1*^) the overgrowth of adult cuticle was exacerbated dramatically (Fig. 5A,C). This was also observed in the eye discs, with co-overexpression of *EcR* further increasing the overgrowth of the tissue (Fig. 5B,D). Co-overexpression of a dominant-negative form of the same receptor (*optix* > *hth* + *tsh* + *EcRB1* ^*W650A*^) caused adult lethality, so we analyzed the effects only on eye discs. *optix* > *EcRB1* ^*W650A*^ discs exhibited moderately reduced retinal differentiation and eye disc size (46% smaller that *optix* > *GFP* control discs). The overgrowth in *optix* > *hth* + *tsh* + *EcRB1* ^*W650A*^ discs was suppressed compared with *optix* > *hth* + *tsh* discs in a similar degree (*optix* > *hth* + *tsh* + *EcRB1* ^*W650A*^ discs were 42% smaller tan *optix* > *hth* + *tsh discs*) (Fig. 5E,F and Suppl. Fig. 8). This set of results indicates that EcR, the expression of which is increased in hth + tsh cells, contributes positively to the hth + tsh-driven tissue overgrowth.

When *Hr46* (Fig. 6A,B) or *ftz*-*f1* (Fig. 6A,D) were attenuated using RNAi, the *optix* > *hth* + *tsh* disc overgrowths were exacerbated. In the case of *Hr46*/*DHR3* and *ftz*-*f1*, it is important to note that neither of the RNAis assayed against either of the two genes produced any significant phenotypic alteration on their own (Suppl. Fig. 6). However, the disc phenotypes were not identical: while in *optix* > *hth* + *tsh* + *Hr46*-*RNAi* the portion of differentiating retina (marked by Eya-only cells) was almost totally obliterated (Fig. 6A’,B’), in *optix* > *hth* + *tsh* + *ftz*-*f1*-*RNAi* there was a moderate, but consistent rescue of the Eya-expressing retina (Fig. 6A’,D’). The co-overexpression of *Hr46* or *ftz*-*f1* produced the opposite effects: a clear reduction of the disc size (Fig. 6A,C,E) and a total obliteration of the retina. This obliteration could derive, in part, from the fact that the expression of *Hr46* (UAS-DHR3 RB) or *ftz*-*f1* (UAS-βftz-f1) on their own resulted in approximately 40% and 60% reduction in adult eye size, respectively (Suppl. Fig. 6). In all, these experiments proved that *EcR*, *Hr46* and *ftz*-*f1*, which are regulated transcriptionally by *hth* + *tsh*, were functionally required for their synergistic effect on growth.

In addition, our transcriptomic/bioinformatics analysis suggested that some, or all of these nuclear receptors might be exerting their function through the regulation of cell cycle genes. This implied that *EcR*, *Hr46* and/or *ftz*-*f1* should have the potential to regulate the proliferation rates of cells anterior to the MF, where *hth* and *tsh* are normally coexpressed. Recent work indicates that indeed ecdysone is required for the proliferation of imaginal discs^47^, supporting this notion. To test specifically if either *Hr46* or *ftz*-*f1* affect proliferation, we monitored the expression of the G2/mitotic cyclin *cyclin*-*B* (cycB) and the mitotic rate (using the mitotic marker phospho-Histone H3, PH3) of undifferentiated cells in *optix* > *Hr46*, *optix* > *ftz*-*f1* and *optix* > *ftz*-*f1*-*RNAi* (Fig. 7). In control discs (*optix* > *GFP*), proliferation is patterned: it is mostly restricted to progenitors, located at the far anterior of the disc, which express CycB and are mitotically active. Closer to the MF, cells stall their cell cycle transiently in G1, so they lose CycB and do not undergo mitosis (Fig. 7A). In *optix* > *Hr46* discs, though, the density of mitotic (PH3-positive) cells increased dramatically and the CycB gap anterior to the MF narrowed or disappeared, indicating an increased and continuous proliferation (Fig. 7B,E). Next, we tested *ftz*-*f1*. Overexpression of *ftz*-*f1* (*optix* > *ftz*-*f1*) resulted in a strong decrease in the density of PH3 cells in the anterior disc and a widening of the cycB gap anterior to the MF (Fig. 7C,E). While in the contrary experiment, *ftz*-*f1* attenuation (*optix* > *ftz*-*f1*-*RNAi*) increased anterior proliferation, and the cycB gap narrowed (Fig. 7D,E). These results indicate that both *Hr46* and *ftz*-*f1* have the potential to act as cell cycle regulators during eye disc development, and that they have opposing effects on proliferation.

**Figure 7:**
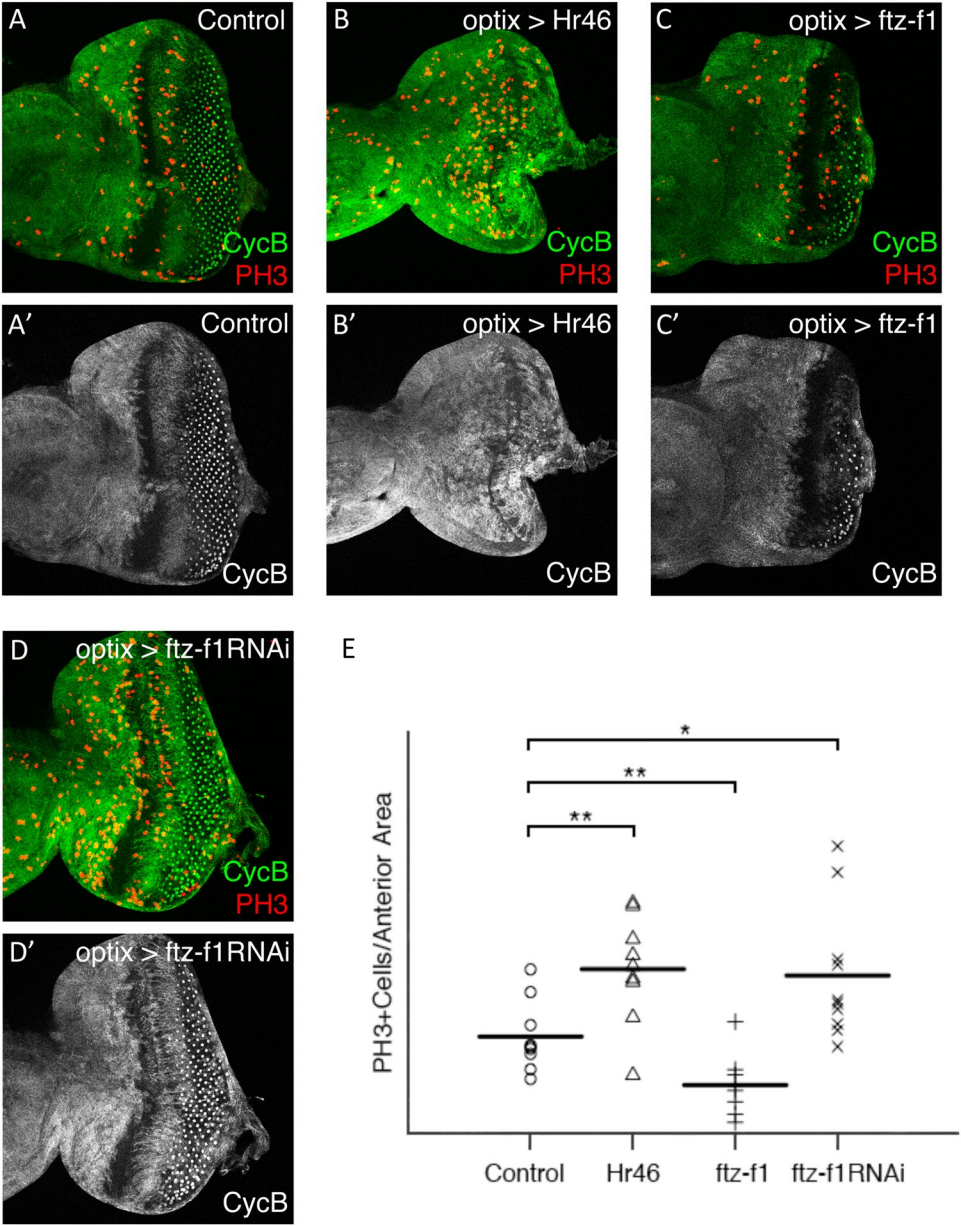
Altering *Hr46* and *ftz*-*f1* expression regulates proliferation of eye progenitors. L3 eye discs of the indicated genotypes (**A**–**D**) stained for cyclinB (cycB, green) and the mitotic marker PH3 (red). Merged and cycB signals are shown. Control discs are *optix*>+. PH3-positive cells were counted in the anterior region of the eye disc, where undifferentiated progenitors reside (outlined in white in **A**). In (**A’**) the double-headed arrow marks the width of the G1-arrested domain (see text for details). (**E**) Statistical analysis of the mitotic density (PH3 + cells/anterior area) indicates that overexpression of Hr46 and RNAi-mediated attenuation of *ftz*-*f1* result in increased proliferation. Note that in both genotypes the G1 arrested domain is narrower than in the control (especially for *optix* > *Hr46*; **B**). On the contrary, overexpression of *ftz*-*f1* results in reduced proliferation.

### Hr46/DHR3 and *ftz*-*f1* are regulated by Hth + Tsh

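In hth alone Hr46 had 213 normalized CPM, with a 95% Wilson interval for counting error from 206 to 220, and in tsh alone 305, from 297 to 314. In the control it had 434, and in hth + tsh 44.7 and 21.9. On the log2 scale Hr46 was thus lower than the control by -1.03 in hth alone, -0.51 in tsh alone, -3.28 in hth + tsh A and -4.31 in hth + tsh B. The fall in hth + tsh exceeded the sum of the single falls by a log2 change of -2.17 (edgeR's quasi-likelihood test of the interaction across all genes, unadjusted p = 0.0774, Benjamini-Hochberg adjusted p = 1). Among the single libraries no replicate error is known.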

So far, four sets of results indicated that Hr46 could be one of the key players in the response of cells to the combined expression of *hth* and *tsh*: (1) its transcription was specifically downregulated in hth + tsh discs; (2) potential binding sites for Hr46 were found enriched in CREs linked to differentially expressed genes characterized as cell cycle regulators; (3) Hr46 functionally interacted with hth + tsh and showed the capacity to regulate progenitor proliferation; and (4) Hth-binding plus FAIRE-seq data suggested that *Hr46* was a Hth direct target. If *Hr46* regulation were direct, and taking into account that globally *Hr46* was downregulated by hth + tsh, we expected *Hr46* to be repressed by hth + tsh in a cell-autonomous manner. First, we characterized *Hr46* expression during third larval stage to, then, check the effect of hth + tsh expressing clones on its expression. During the third (and last) larval period (L3), the expression of *Hr46*, monitored with an anti-Hr46 antiserum, builds up (Suppl. Figure 9). During early L3, *Hr46* is expressed weakly and ubiquitously in the eye disc. As differentiation moves across the disc, *Hr46* levels increase straddling the MF, peaking anterior to it. This expression is in agreement with ecdysone signaling being active in this region of the disc during L3 (Fig. 3 and ref. 51). Notably, its expression is exclusive to that of Hth. Only at the L3-pupal transition, Hr46 levels raise uniformly throughout the disc, coinciding with the ecdysone pulse that triggers this molting (Suppl. Figure 9). Therefore, during most of the retinal differentiation period, the expression of *hth* and *Hr46* is complementary (Fig. 8A). Since *tsh* expression overlaps *hth* in this anterior region of the eye primordium^10^, the complementarity between *hth* and *Hr46* was consistent with *Hr46* being repressed by hth + tsh. To test this point, we induced cell clones, marked with GFP, expressing either hth or tsh alone, or hth + tsh. Only hth + tsh clones reduced the levels of Hr46, and did so in a cell-autonomous manner (Fig. 8B–D), which agrees with a direct regulation of *Hr46* by hth + tsh.

**Figure 8:**
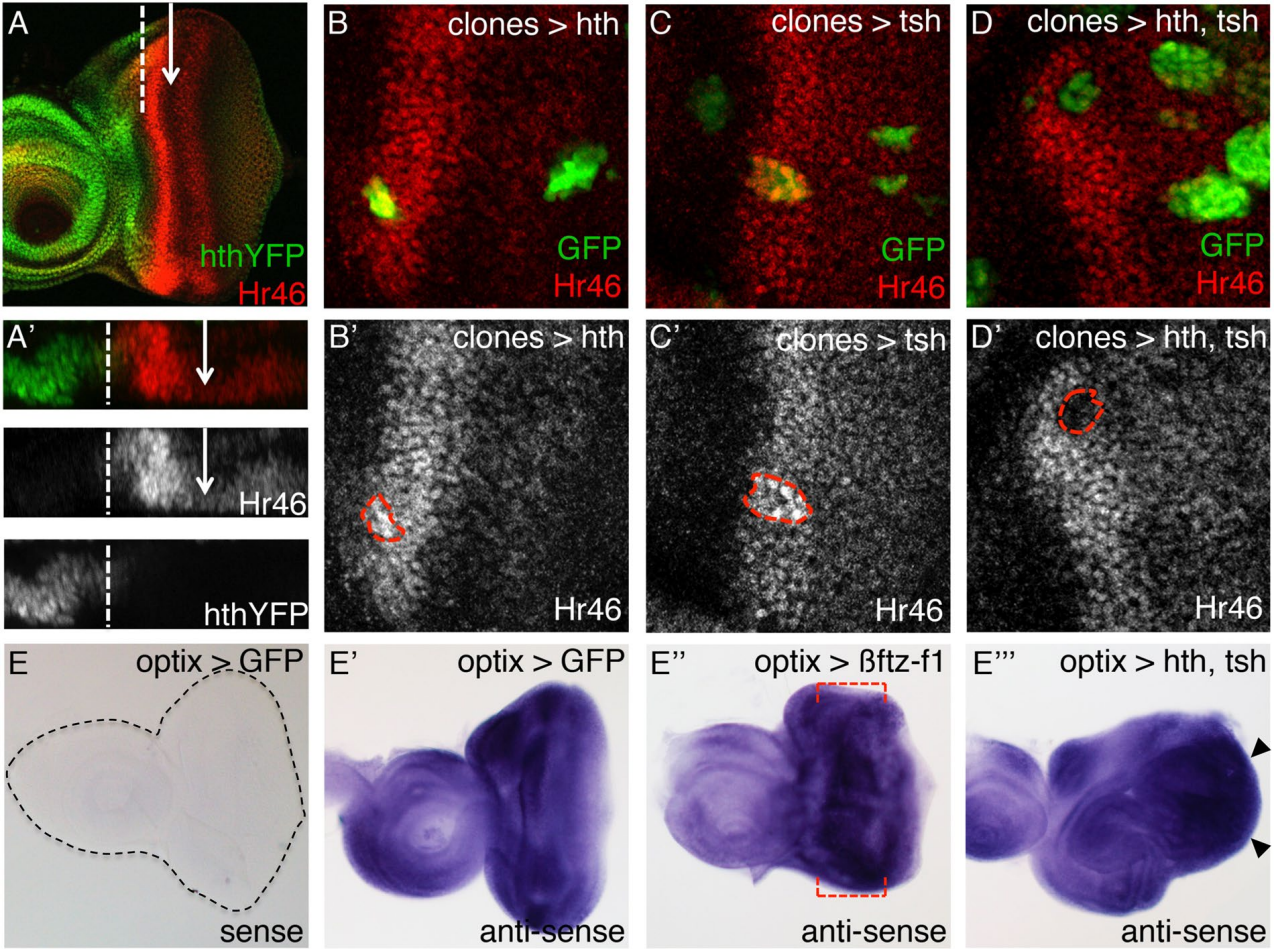
The expression domains of *hth* and *Hr46* are complementary and co-expression of hth + tsh repress *Hr46*. hth:YFP late L3 disc stained with anti-Hr46 (**A**) and the corresponding optical cross-section (**A’**). The arrow marks the morphogenetic furrow (MF) and the dashed line marks the boundary between Hth and Hr46 expression. Clones overexpressing *hth* (**B**,**B’**), *tsh* (**C**,**C’**) or both (**D**,**D’**), marked by GFP (and outlined with the red dashed line), were induced in the eye imaginal disc at 48–72 hours after egg laying. Discs are stained with anti-Hr46. (**E**–**E”’**) *in situ* hybridization with *ftz*-*f1* anti-sense probe in third-instar eye discs from optix > GFP (**E’**), optix > ßfyz-f1 (**E”**) and optix > hth.tsh (**E”’**) larvae. *ftz*-*f1* sense probe was used as a control in optix > GFP eye discs (black dashed line outlines the disc) (**E**). *ftz*-*f1* is transcribed in control eye discs in a dynamic pattern, with high expression in the anterior region and lower levels in the most posterior region. Red dashed lines mark the region where ftz-f1 expression is expected to be higher in optix > ßfyz-f1 discs. hth + tsh discs show higher ftz-f1 levels (black arrowheads mark the regions with especially strong *ftz*-*f1* transcription).

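In the RNA-seq data ftz-f1 had 225 counts in the control, 202 in tsh alone, 182 in hth alone, 401 in hth + tsh A and 389 in hth + tsh B. After normalization its log2 change from the control was 0.53 in tsh alone, 0.36 in hth alone, 1.57 in hth + tsh A and 1.62 in hth + tsh B. Its adjusted p of 0.0590 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became 0.0380 when only genes with at least 10 counts in every library were tested. Without a filter it was 0.0446, with DESeq2 0.00316 and with edgeR's exact test 0.0026. It stayed above 0.05 with library size normalization (0.0532), the RPKM filter (0.0552) and the fit on all 5 libraries (0.0562). After correction for exon length it was 0.0755, and without robust estimation 0.0896. In the main test ftz-f1 ranked 17 of 8413 genes by signed p.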

Another NR differentially transcribed in hth + tsh cells and showing functional interactions with these two transcription factors is *ftz*-*f1*. Using *in situ* hybridization with a probe common to all *ftz*-*f1* isoforms (Fig. 8E–E”’), we detected ftz-f1 transcription in the anterior portion of the eye disc (Fig. 8E,E’), where undifferentiated cells reside. Signal in the differentiated eye is lower. To test that this expression is specific, we hybridized also *optix* > *ftz*-*f1* discs and found that, as expected, ftz-f1 transcription was enhanced in the *optix* domain –i.e. anterior disc (Fig. 8E”). When hth + tsh expression is maintained in *optix* > *hth* + *tsh*, *ftt*-*f1* transcription was substantially increased in the overgrowing tissue (Fig. 8E”’), confirming that hth + tsh can enhance *ftz*-*f1* transcription.

### Potential significance of the hth + tsh control of nuclear receptors in human cancers

The over-proliferative phenotype caused by co-expression of *hth* and *tsh* in the *Drosophila* eye prompted us to ask whether co-ocurrence of their homologues, MEIS and TSHZ, could also be detected in human tumors. A role for MEIS1 in hematopoietic and solid tumors is established, but a potential relationship with TSHZ genes had not been previously explored. Analysis of 116 public datasets on the R2 Genomics Analysis and Visualization Platform (http://r2.amc.nl), representing most major tumor types, showed that MEIS1 and TSHZ1–3 are widely expressed in solid tumors (Suppl. Table 4A). In addition, significant positive correlation between MEIS1 and TSHZ1, TSHZ2, *or* TSHZ3 mRNA expression was found in several major solid tumor types (in 46, 56, and 60 of 91 datasets, respectively; Suppl. Tables 4B and 5). Oncomine analysis of these tumor types datasets showed that MEIS1 and TSHZ1–3 often have mRNA co-overexpression and/or DNA copy number gain in cancer versus normal tissue (Suppl. Tables 4C and 6). Suppl. Figure 10 shows examples for MEIS1 and TSHZ2 in breast and colon cancer with R2 (A,B) and Oncomine (C–F). These data suggest that the synergistic growth-inducing capacity of *hth* and *tsh* in *Drosophila* has a parallel in oncogenic coordinated over-expression of MEIS1 and TSHZ genes in human cancer.

Our global characterization of the *hth* + *tsh*-induced overgrowths in *Drosophila* pointed to a crucial role for three nuclear receptors, *EcR*, *Hr46* and *ftz*-*f1*. In addition, previous work had shown that *hth* and *tsh* directly interact with *yki*, the co-activator of the Salvador-Warts-Hippo pathway, and that this interaction was necessary for the pro-proliferative action of this TF combination^11, 59^. We therefore searched for similar expression signatures in human tumors with MEIS1 and TSHZ co-overexpression on the R2 Platform. We found significant and consistent correlations between MEIS1 and RORA, NR5A2, or YAP1 (the human *Hr46*, *ftz*-*f1*, and *yki* homologues, respectively) in major solid tumor types like breast, colon, and lung cancer (Suppl. Table 7, see also Suppl. Table 5). We had expected a *negative* correlation for RORA, as Hr46 showed a clear repression in hth + tsh cells. However, this difference may be explained either by differences in the “tumoral stage” between the *Drosophila* overgrowths and human tumors -for instance, the *Drosophila* hth + tsh overgrowths are not metastatic (not shown)- or by species-specific differences in the mechanisms driving overproliferation. When globally considered, our results identify a parallelism between the progenitor proliferation program controlled by hth + tsh and the MEIS1/TSHZ-associated oncogenic program.

## Discussion

During organ development and tissue homeostasis cell numbers are tightly controlled. This control is exerted on progenitors, the main proliferating cell population, through their expression of transcription factors which, forming regulatory networks, also preserve them in an undifferentiated state. In this paper we have investigated in *Drosophila* how the input of two conserved transcription factors, which are part of the eye gene network, *hth* and *tsh*, regulate proliferation of eye progenitors.

Integrated analysis of the transcriptome, chromatin accessibility and TF binding motif enrichment data from hth + tsh-induced overgrowths revealed a transcriptional network related to the EcR (Ecdysone Receptor) pathway. At the molting periods, pulses of the active form of the ecdysone hormone, 20-hydroxiecdysone, the major estrogen hormone in insects, trigger the response of the EcR pathway. This response is characterized by stereotypic, staggered expression changes in nuclear receptors that regulate the entry into metamorphosis^46^. Specifically, the pattern of nuclear receptor gene expression in hth + tsh cells, characterized by high *EcR*/*ftz*-*f1* and low *Hr46*/*Blimp*-*1* is typical of a low/moderate ecdysone signaling^47^. During eye development in *Manduca sexta*, moderate levels of ecdysone are required for stimulation of eye proliferation during larval stages. However, low levels of ecdysone arrest cells in the G2 phase, while the high pulse of ecdysone released later during development is responsible for cell cycle exit^60, 61^. A similar situation might be happening during *Drosophila* eye development. In this case, forced maintenance of hth + tsh might induce cell proliferation through the maintenance of a moderate activity of the ecdysone pathway. Four sets of facts strongly suggest that the high EcR/ftz-f1-low Hr46/Blimp-1 pattern of nuclear receptors is instrumental in triggering the hth + tsh-mediated tissue overgrowth. First, modulating the expression or activity of *EcR*, *Hr46* or *ftz*-*f1* affects the hth + tsh-induced overgrowths in non-additive ways; second, changes in nuclear receptors are paralleled by increased expression of cell cycle genes; third, CREs linked to these cell cycle genes show an enrichment of Hr46/ftz-f1-type DNA binding motifs, pointing to a direct regulatory linkage; and fourth, we have observed that *Hr46* and *ftz*-*f1* have the potential to regulate progenitor proliferation. Therefore, we posit that overexpression of hth + tsh results in a specific pattern of nuclear receptor transcription. Part of this may stem from a potential direct regulation by Hth and Tsh of genes such as *Hr46*. Then, expression changes along the nuclear receptor cascade would affect a large number of cell cycle-related genes, which show significant association of nuclear receptors DNA-binding motifs to their CREs, thus leading to sustained tissue growth. We have noted a discrepancy between the direction of the functional interactions of *Hr46* and *ftz*-*f1* with hth + tsh, and the capacity to enhance (Hr46) or decrease (ftz-f1) cell proliferation when assayed individually. For example, co-overexpression of *Hr46* suppresses the hth + tsh overgrowth (Fig. 6), suggesting an anti-proliferative role. However, overexpression of *Hr46* alone *increases* proliferation rates. We do not have an explanation for this discrepancy. However, the EcR pathway is very complex, with nested temporally delayed feedbacks. With this complexity, it is difficult a priori to predict the direction of the interactions. In addition, although not measured in this study, variations in the rate of apoptosis may impact final organ size. Still, we believe the we present solid evidence indicating that hth + tsh promote a specific pattern of nuclear receptor expression; that these nuclear receptors functionally interact with hth + tsh in modulating the overgrowth these TFs induce in progenitor-like cells and that *Hr46* and *ftz*-*f1* are capable of modulating the proliferative pace of undifferentiated progenitors. Similar discrepancies had been described in other model systems. While it has been shown that increased expression of RORβ, one of the *Hr46* homologues, in rat retinal progenitor cells results in an increase in the number of large cell clones^62^, RORα is normally down-regulated or hypo-activated in breast cancer cells (reviewed in ref. 63).

We have noticed within transcriptional profiling data of Yki overexpressing wing primordia, reported in Suppl. Table 4 by Oh and co-workers^64^, a similar signature of differential expression of nuclear receptors as the one we find in *hth* + *tsh* overexpressing eye discs. This similarity may stem from the fact that, in the eye, Hth and Tsh have been shown to be direct partners of Yki^11^, the transcriptional coactivator of the Hippo tumor suppressor pathway^65^. In an epithelial cancer model in the *Drosophila* eye disc characterized by loss of function of *scribbled* (an apico-basal cell polarity regulator) and overexpression of *abrupt* (a BTB-zinc finger transcription factor), a similar pattern of expression was observed, with reduced levels of *Hr46* and *Blimp*-*1* and high levels of *ftz*-*f1* (in this case *EcR* levels were not affected)^66^. Interestingly, ChIP-seq data analysis showed that Abrupt is able to directly regulate *Hr46*, *Blimp*-*1*, *ftz*-*f1* and *EcR* ^66^. A similar repression of ecdysone response genes has been also described in the *Drosophila* ovary, where *abrupt* interacts with *taiman*, a steroid hormone receptor co-activator^67^. 

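The gene ab (FBgn0264442), on chromosome 2L of BDGP6 from 11210678 to 11261080, had 214 normalized CPM in the control, 230 in tsh alone, 414 in hth alone and 461 ± 48.5 (SD, n = 2) in hth + tsh. The fold change from the control was 2.16 in hth + tsh and 1.94 in hth alone, where no replicate check exists, and 1.08 in tsh alone. The log2 change in hth + tsh was 1.11 (standard error 0.179, adjusted p = 0.0727 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p = 1.55e-06 from DESeq2 with the same adjustment. The difference between hth + tsh and hth alone was smaller than that between either and the control.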

In our work, *abrupt* expression levels were up-regulated in eye discs where there was forced maintenance of hth or hth + tsh (with a fold change of approximately 2 in both situations), suggesting also a role in the control of the expression of nuclear receptors in progenitors. More recently, overexpression of *taiman* and *ftz*-*f1* was also shown to be present in a model of invasive cancer driven by RAS in the eye disc^68^. In the cancer models mentioned above, a role for the Hippo pathway has been described^66, 68^. Therefore, a similar nuclear receptor (and probably *abrupt*) expression pattern might be a general feature of Hippo-related tissue overgrowth. Whether this is also the case in human tumors where components of the Hippo-YAP pathway are mutant needs to be investigated.

One interesting aspect of the global regulatory response elicited jointly by *hth* and *tsh* is that this response is quantitative, not qualitative. That is, expression of hth + tsh drives the transcriptional upregulation of many genes but with minor changes in the profile of their CRE activity, as measured by open chromatin profiling. This suggests that hth + tsh operate through CREs that are already active (i.e., open chromatin), rather than by inducing the de novo “opening” of new ones. This behavior contrasts with results analyzing the transcriptional response and CRE activity profiles in eye tumors in the *rasV12*/*scrib* model. Here, the transcriptional changes were paralleled by qualitative changes in CRE activity, with the *de novo* opening of hundreds of promoters and enhancers^57^. This fact seems related to the different nature of the tissue overgrowths in each of the two genotypes. While hth + tsh expression drives continuous proliferation of progenitors (i.e. hyperplastic growth), *rasV12*/*scrib* tissues are metastatic.

The dual control of cell fate and proliferation makes organ specification TFs a “vulnerable link”. Particularly, it is often the case that mutations affecting the expression of an organ- or cell-type selector TF result in cancer developing from this same organ. Examples of this are the eye and pancreas TF Pax6 in retinoblastoma and pancreatic cancer^69, 70^; myogenic MyoD1 in rhabdomyosarcoma^71^; hematopoietic progenitor TFs MEIS1 and TAL1 in leukemia^72, 73^; neural crest SOX10 and MITF in melanoma^74, 75^ or GATA3 in breast cancer^76^. And more generally, many cancer driver mutations affect TFs^77^. In particular, the oncogenic role of MEIS1 has been documented. Here, we have established for the first time that MEIS1 and TSHZ occur in coordinated over-expression in several major solid tumors types, an association that may recapitulate the functional synergism of *hth* and *tsh* in the fly eye primordium.

Co-overexpression of hth + tsh results in transcriptional changes and functional interactions that bear similarity with those observed in tumors where Estrogen Receptor alpha (ERα) and NR5A2/LRH-1 (*ftz*-*f1* homologue) play important roles, such as breast cancer^78–80^. Interestingly, it has been reported that NR5A2 expression is also increased in pancreatic cancer (see also Suppl. Tables 5 and 7) where it promotes cell growth through stimulation of major cell cycle regulators cyclin D1, cyclin E1 and c-Myc^81^, and that NR5A2/LRH-1 represses the cell cycle inhibitor p21^82^. In addition, through ChIP-seq and gene expression experiments, the estrogen receptor (and other nuclear receptors, such as the androgen receptor) has been shown to directly regulate genes involved in cell cycle progression^83–86^. The similarities between the *Drosophila* mechanism described here and the expression correlations found in human tumors suggest a scenario where MEIS1 and TSHZ genes, if co-overexpressed, might be driving transformation through the regulation of nuclear receptors which, then, would be translated into a general regulatory effect on many cell cycle-related genes.

## Materials and Methods

### GEO accession numbers

GSE65252 contains two series: RNA-seq (GSE65250) and FAIRE-seq (GSE65251) data.

### Fly strains and genetic manipulations

All crosses were set up and raised at 25 °C under standard conditions. We used the UAS/GAL4 system for targeted misexpression^87^. The following stocks were used: *optix2*.*3*-*GAL4* (gift from R. Chen, Baylor College of Medicine); *UAS*-*GFP* ^88^; *UAS*-*131*-*GFPhth* ^89^; *UAS*-*Flag*-*HA*-*tsh* (gift from C. M. Luque, Universidad Autónoma, Madrid, Spain); *yw*, hs-*FLP* ^122^; *act* > *y* + > Gal4^90^ with a recombined UAS-*GFP* transgene; Hth-YFP (CPTI-001356; Flannotator); EcRE-lacZ (Bloomington #4517). Fly stocks used for the screen are listed in Suppl. Table 3. *optix* > *GFP*:*hth* and *optix* > *tsh* larvae were collected from *optix2*.*3*-*GAL4* to *UAS*-*GFP*:*hth* or *UAS*-*HA*:*tsh* crosses. For RNA-seq and FAIRE-seq experiments, *optix* > *GFP*:*hth* + *tsh* larvae were obtained directly from an *optix2*.*3*-*GAL4*,*UAS*-*Flag*-*HA*-*tsh*;*UAS*-*131*-*GFPhth*/*SM6^TM6B* stock (“hth + tsh_stock”; biological replicate #1) or derived from the cross of *optix2*.*3*-*GAL4*,*UAS*-*Flag*-*HA*-*tsh*; + /*SM6^TM6B* to *UAS*-*GFP*:*hth* (“hth + tsh_cross”; biological replicate #2). As FAIRE-seq control we used the data sets previously obtained in the laboratory using two reference strains, Oregon-R (wild type) and *FRT82B* (Flybase).

All lines listed in the Suppl. Table 3 (RNAi, overexpression and dominant negative) were crossed to the *optix2*.*3*-*GAL4* driver line and the *optix2*.*3*-*GAL4*,*UAS*-*Flag*-*HA*-*tsh*;*UAS*-*131*-*GFPhth*/*SM6^TM6B* stock. All crosses were maintained at 25 °C. For Hr46 we tested the efficacy of three anti-Hr46 RNAi lines using an anti-Hr46 antiserum (data not shown). In all cases, we detected a reduction of the Hr46 signal, the reduction being most extreme for line 106837. Flies were observed under a LEICA MZ 9.5 stereomicroscope and pictures of heads from adults of each genotype were taken with a LEICA DFC320 digital camera.

Random ectopic expression clones were generated using the flip-out method^90^. *yw*, *hs*-*FLP* ^*122*^; *act* > *y* + > *Gal4*;; *UAS*-*GFP*/*TM6B* females were crossed to *UAS*-*Flag*-*HA*-*tsh*, *UAS*-*131*-*GFPhth* or *UAS*-*Flag*-*HA*-*tsh*;*UAS*-*131*-*GFPhth* males. Clones were induced by heat shock (20 min at 37 °C) between 48 h and 72 h AEL (after egg laying) and then maintained at 25 °C. Clones were positively marked with GFP.

### Immunostaining

Eye-antennal imaginal discs from wandering third instar larvae were dissected and fixed according to standard protocols. Primary antibodies used were: mouse anti-Eya 10H6 at 1:100 (Developmental Studies Hybridoma Bank, DSHB), rabbit anti-ßGal at 1:1000 (Cappel), mouse anti-CycB F2F4 at 1:100 (DSHB), rabbit anti-PH3 at 1:1000 (Sigma), rat anti-ELAV 7EBA10 at 1:1000 (DSHB), rabbit anti-HA 9110 at 1:1000 (Abcam), guinea pig anti-Hth at 1:3000^91^, rabbit anti-Hr46 at 1:50 (gift from Carl S. Thummel, University of Utah School of Medicine), mouse anti-CycA A12 at 1:10 (DSHB), mouse anti-Dacapo NP1 at 1:4 (DSHB), mouse anti-CycE at 1:20 (gift from Helena Richardson). Alexa-Fluor conjugated secondary antibodies and rhodamine phalloidin (R415) were from Molecular Probes. Images were obtained with the Leica SP2 confocal system and processed with Adobe Photoshop.

### RNA probe synthesis

A ftz-f1 digoxigenin (DIG)-labeled RNA probe was synthesized through two PCR reactions using ftz-f1-specific primers with GC-enriched tails (5′‐GGCCGCGGCAGTGGCAATAATGGCAATC‐3′ and 5′‐CCGGCCGCCGATCCTATTCCAGCCTTG‐3′) and universal primers (5′-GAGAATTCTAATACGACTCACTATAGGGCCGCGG-3′ and 5′-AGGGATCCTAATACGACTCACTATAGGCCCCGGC-3′). PCR products were purified from gel using a Qiagen Kit. Using the DIG RNA Labelling Kit (SP6/T7) from Roche, the RNA probe was synthesized with T7 RNA polymerase. After synthesis, precipitation of the probe was done using LiCl and ethanol. The probe was then ressuspended in DEPC treated water.

### *In situ* hybridization

Larvae were dissected in cold PBS, fixed in 3, 7% paraformaldehyde (in PBS) during 20 minutes and refixed in 3, 7% paraformaldehyde (in PBT) during 20 minutes, always at room temperature. After fixation, discs were washed at room temperature in PBTween (PBS with 0, 1% Tween) during 25 minutes (5 washes of 5 minutes each), in PBTween:Hybridization solution (1:1) during 5 minutes and in hybridization solution during 5 minutes. Hybridization solution (HS) contains formamide, 20xSSC, salmon sperm DNA 10 mg/ml, Tween20 (10%) in DEPC treated water. Then, discs were prehybridized for 1 hour at 60 °C in HS. The hybridization reaction was carried out overnight at 60 °C with a hybridization mix (HS, single stranded DNA (4, 6 mg/mL) and labeled probe). After incubation, discs were washed in HS during 20 minutes at 60 °C, in HS:PBT (1:1) during 20 minutes at 60 °C and in PBT during 1 hour (3 washes of 20 minutes each) at room temperature. Afterwards, discs were incubated for 2 hours at room temperature with anti-digoxigenin antibody coupled to alkaline phosphatase (Roche Diagnostics) diluted 1:1000 in PBT. Excess antibody was removed by washing with PBT (a quick wash and then three washes of 20 minutes each) at room temperature. Discs were then equilibrated for 10 minutes (two washes of five minutes each) at room temperature in AP Buffer (fresh solution containing 1 M Tris pH 9, 5, 1 M MgCl2, 4 M NaCl, Tween20 (10%) in DEPC-treated water). Color development was performed at 37 °C (5 minutes) in AP Buffer containing NBT and BCIP. Staining was stopped with PBT (two washes of 5 minutes each) at room temperature. Afterwards discs were post-fixed in 3, 7% paraformaldehyde in PBTween, washed in PBTween and cleared in ethanol.

### Scanning electron microscopy (SEM)

Female flies were transferred to 75% ethanol and equilibrated for 24 hours at room temperature. Flies were dehydrated through ethanol series (80%, 90%, 95% and twice 100%; 12–24 hours each step). Flies were then air-dried and mounted onto SEM stubs covered with carbon tape and sputter coated with gold (Edwards Six Sputter). Images were obtained using a JEOL 6460LV scanning electron microscope.

### Quantification of PH3^+^ cells

Third instar eye imaginal discs from control, optix > Hr46 (UAS-DHR3RB), optix > αftz-f1, and optix > ftz-f1RNAi (#2959) were stained with anti-PH3 and anti-CycB. The anterior area of the eye disc was defined by creating a surface and the PH3^+^ cells first were automatically identified and then manually curated. Finally, the number of PH3^+^ cells that fall within the created surface were detected. This analysis was made using the IMARIS x64 7.7.2 software. The ratios between the PH3^+^ cells and the anterior area (n = 7–10) were calculated and represented as dots (control), triangles (optix > Hr46), plus (optix > ftz-f1) and cross (optix > ftz-f1RNAi) and the means were represented as horizontal bars. The graphical output was generated using R. Statistical significance was determined using an ANOVA test.

### RNA-Seq

Wandering third instar larvae raised at 25 °C under standard conditions were dissected in PBS to extract 50 eye-antennal imaginal discs. RNA was extracted using the RNAqueous micro kit (Ambion). RNA quality was checked using Agilent RNA 6000 Nano Kit. RNA libraries were prepared for sequencing using a standard Illumina TruSeq protocol. Libraries were validated quantitatively (Qubit) and qualitatively (Agilent DNA 1000 Kit, Agilent Technologies 2100 Bioanalyzer).

### FAIRE-Seq

100 eye-antennal imaginal discs from wandering third instar larvae raised at 25 °C under standard conditions were dissected in PBS. The imaginal discs were first dissected, fixed and lysed. The eye-antennal discs were then uncrosslinked and sonicated. DNA purification was achieved by phenol chloroform extraction (MaXtract High Density Kit). DNA libraries were prepared for sequencing using a standard protocol. Libraries were validated quantitatively (Qubit) and qualitatively (Agilent High Sensitivity DNA Kit, Agilent Technologies 2100 Bioanalyzer).

### RNA-seq and FAIRE-seq reads preprocessing

Reads containing residuals of adapters sequences were discarded (FastX clipper version 0.013 with option -M15). Quality control assessment on the reads was performed using the software FastQC (version 0.9), checking for PHRED quality >20 and different primer contaminations. Reads passing the filtering were mapped against *D*.*melanogaster* FlyBase genome release 5 with TOPHAT v2.0 (default parameters)^92^.

### RNA-seq differential expression analysis

To compute gene expression levels, we performed HTSeq (option str = no)^93^. Only uniquely mapped reads falling in exons based on the species-specific FlyBase annotation *D*.*melanogaster* 5.45 were considered.

Differential expression analysis between HTH + TSH (two replicates) and wt (one replicate) was performed using the Bioconductor package DESeq version 1.10.1 (R version 2.15). For contrasts with no replicates available, such as HTH vs wt and TSH vs wt, we utilized the parameters method = ‘blind’, shareMode = ‘fit-only’ to estimate dispersions across samples. Genes presenting low expression across samples, namely, less than 1RPKM in more than 3 samples were not considered for differential expression analysis.

### FAIRE-seq analysis

Pre-processed reads were mapped against *D*. *melanogaster* reference genome release 5 using Bowtie2^94^. Open chromatin levels were computed as the number of reads mapping within Drosophila pre-defined regions^33^ using HTSeq^93^, parameter (str = no). The set of pre-computed *D*. *melanogaster* regulatory regions are defined by a thorough genome-cut which considers sequence conservation, exon skipping and insulator class I binding^33^.

### FAIRE-seq differential expression

Regions with less than 10RPKM in three samples were excluded for differential open chromatin analysis. Differential open-chromatin was performed as described in the RNA-seq differential expression analysis section. The main difference is that instead of genes we use as features regulatory regions ids. The contrast performed defined differential open regions between HTH + TSH (two replicates) and wild-type (two replicates).

### Association between genes and open-chromatin regions

Peaks were assigned to a gene if they were falling 5-kb upstream of its TSS or either limited by the nearest upstream gene, in its intronic regions or in 5-kb downstream of a gene limited by the closest downstream gene.

### Association between open-chromatin and HTH binding

ChIP for HTH, Sd, Yki transcription factors in late third instar (wandering) larvae has been performed by ref. 59. ChIP locations were translated to regulatory region ids if they were presenting an overlap fraction of 40% (overlapSelect f = 0.4).

To assess whether differential open regions between HTH + TSH and wildtype were associated with HTH binding we compared the log2 fold change of FAIRE regions in bound and not bound HTH regions. Wilcoxon singed-ranked test was performed to assess its statistically significance.

### Co-expression using Pavlidis Template Matching

Pavlidis Template Matching^95^ was used to find genes showing a similar or opposite expression profile of EcR (by starting from EcR expression template, p-value < 0.01).

### Gene Ontology term enrichment

Gene ontology enrichment for different gene sets was computed using the tool FlyMine^96^, whereas ranked lists of genes were inputted in GOrilla^97^.

### Motif enrichment discovery

Motif discovery was performed with the tools i-*cis*target^33^ and its Cytoscape version, iRegulon^98^. In brief it searches for overrepresented motifs in a set of co-expressed genes and across evolution. The following parameters were used: motif collection version 2 (6385 position weight matrices) and region mapping equal to 5 Kb upstream and full transcript. i-*cis*target is a hybrid method that allows finding both known and new motifs. The new motifs are also represented as position weight matrices and are a collection of thousands of “candidate” motifs found by other studies for which the binding factor is yet unknown. This collection includes highly conserved words, but also enriched words discovered in chromatin binding data from ENCODE and modENCODE. In addition, i-*cis*target allows finding motifs from orthologous factors, including yeast, mouse, and human, thereby greatly expanding the number of possible TFs. Finally, the number of *Drosophila* transcription factors without a possible motif is very limited, thanks to recent high-throughput approaches^99^, and the porting of binding motifs from other species^52^.

### Gene Set Enrichment Analysis

We used the tool Gene Set Enrichment Analysis (GSEA)^100^ to assess if open-chromatin regions are enriched in either up or down-regulated genes at the gene expression level (hth + tsh *versus* control). Therefore, we inputted two sets of genes with significantly up or down open-chromatin regions and a ranked list of genes based on the −log p value from the differential expression analysis.

### mRNA expression and DNA copy number analysis in human cancer datasets

Affymetrix datasets of 103 different studies on human cancer types were retrieved from the public Gene Expression Omnibus (GEO) dataset on the National Center for Biotechnology Information (NCBI) website^101^. We selected studies using the Affymetrix Gene Chip Human Genome U133 Plus 2.0 array plafform (Affymetrix, Santa Clara, CA) since this was the most common platform in the database. Also, probes for the *TSHZ1*-*3* genes are not present on earlier versions of the Affymetrix platform. Annotations and clinical data for the datasets analyzed are available through their GEO ID’s (Suppl. Table 3) from http://www.ncbi.nlm.nih.gov/geo/query/. CEL data were downloaded, and analyzed as described^102^. Briefly, gene transcript levels were determined from data image files using GeneChip operating software (MAS5.0 and GCOS1.0, from Affymetrix). Samples were scaled setting the average intensity of the middle 96% of all probe-set signals to a fixed value of 100 for every sample in the dataset, to allow transcript level comparison between micro-arrays and between studies. The TranscriptView genomic analysis and visualization tool (http://bioinfo.amc.uva.nl/human-genetics/transcriptview/) was used to select probe-sets. These had to show unique mapping in an anti-sense position within a 3′ exon and/or the 3′ UTR of the gene. When multiple correct probe-sets were available for a gene, the probe-set with the highest average expression and amount of present calls for that dataset was considered as the best probe-set. These were: 204069_at (*MEIS1*), 210174_at (*NR5A2*), 226682_at (*RORA*), 242385_at (*RORB*), 223283_s_at (*TSHZ1*), 235815_at (*TSHZ2*), 223392_s_at (*TSHZ3*), and 224894_at (*YAP1*). When results of the best probe-set conflicted with other probe-sets for that gene, the data are not presented. Analyses on the GEO datasets Analyses were performed using R2; a genomics analysis and visualization platform developed in the Department of Oncogenomics at the Academic Medical Center, Amsterdam, The Netherlands (http://r2.amc.nl).

### Statistical analysis of of mRNA expression and DNA copy number in human cancer

Correlations between *MEIS1* and other gene mRNA expression in R2 were calculated using a Pearson test on 2 log-transformed expression values (with the significance of a correlation determined by t = R/sqrt((1 − r^2^)/(n − 2)), where R is the correlation value and n is the number of samples, and distribution measure is approximately as t with n − 2 degrees of freedom). The Statistical Package for the Social Sciences software package for Windows (Version 13.0) was used for all statistical analyses. All numerical results are expressed as the mean value ± S.E.M., and *P* < 0.05 was considered significant in all tests. For all tests on Oncomine (http://www.oncomine.org), the website standard settings were used, and values are shown as 2 log-median centered, with statistically significant differences determined by t-testing.

## Electronic supplementary material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

How the deposited data were processed for this re-analysis (not part of the article)

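The RNA-seq data come from 5 pools of 50 eye-antennal discs each: 1 control pool, 1 with hth alone, 1 with tsh alone and 2 with hth + tsh. The authors discarded reads with adapter residues, mapped the rest to FlyBase genome release 5 with TopHat v2.0, and counted uniquely mapped reads in exons of the FlyBase annotation with HTSeq. The deposited values are raw counts per gene, not normalized. The files list 15348 genes by FlyBase identifier, and 14639 of these matched a current gene symbol. The FAIRE regions were taken from Suppl. Table 2 as the authors' own log2 changes and adjusted p-values, in release 5 coordinates, and the regions read go down to a log2 change of 0.462. Gene positions are from the annotation of BDGP6, a later build than the one the reads were mapped to. Positions from the 2 builds were never combined. Exon lengths are also from BDGP6 and were used with the counts made on release 5. FAIRE reads and regions with decreased accessibility were not used here.

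Genes with at least 1 CPM in at least 2 of the 5 libraries were kept (8413 genes). Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3). The 2 hth + tsh libraries were compared with the control by glmQLFit with robust estimation and glmQLFTest, with Benjamini-Hochberg adjustment. Genes were called with an adjusted p under 0.05 and a log2 change beyond 1. With 1 control library, 1 residual degree of freedom is left per gene, so the spread is borrowed across genes. The standard error of a log2 change is its size divided by the square root of its F statistic. The interaction of hth and tsh was fitted over all 5 libraries as the change in hth + tsh minus the changes in hth alone and tsh alone. Values per library are log2 CPM with a prior count of 0.5. For hth alone and tsh alone, gene lists were described by the percentile of their median among 10000 random lists matched on mean expression in 20 bins. Named gene lists for retina, DNA replication, fat body, muscle, hemocytes, heat shock and roX RNA were written before the counts were seen, from general knowledge, because no Gene Ontology table was used here. The genes named are those the paper names, members of these lists, genes assigned to FAIRE regions, and the 5 largest rises and 5 largest falls among called genes with both replicates changed the same way and at least 50 counts.

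On simulated counts with 200 genes changed by 2 on the log2 scale, drawn with 1 dispersion for all genes, the edgeR test recovered 95.5% and made 9 false calls. DESeq2 recovered 91.0% and the interaction test 24.5%. The quasi-likelihood test without robust estimation recovered 95% there but called 0 genes on the real counts. These shares therefore do not carry over to the real libraries, where the spread differs between genes. The control library had 27695892 counts and the others between 15653632 and 18381805, so 3 counts correspond to 0.108 CPM in the control and up to 0.192 CPM in the others. Wilson intervals at 95% cover counting error only. The alternatives were DESeq2 1.42.0, edgeR's exact test, no TMM, other expression filters, a fit on all 5 libraries, no robust estimation, other prior counts, and each hth + tsh replicate left out. GC content was not tested, since no genome sequence was used here.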

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

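The test of the order of libraries for fat body genes, the tests of exon length and the test of genes absent from one library were chosen only after the pattern was seen. The other tests were set before the data were examined. No group has enough libraries to test for an outlying sample.

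Genes with known expression in the larval fat body, which the paper does not discuss, were mostly far above the control. Of 10 such genes 9 rose in hth + tsh, and the median log2 change was 6.58 in hth alone, 4.31 in hth + tsh A, 3.24 in hth + tsh B and 1.12 in tsh alone. Fbp1 rose from 2.98 normalized CPM in the control to 2063 in hth alone. Of the 14 genes called up in hth + tsh, 2 are on this list, Fbp2 and Obp99b. The exception was Glt, with -1.28 in hth + tsh and -0.64 in hth alone. Glt had 161 normalized CPM in the control, against 2.98 or less for each other gene on the list. RNA from fat body carried over with the discs is a candidate explanation. It does not account for the fall of Glt, but a gene so high in the control does not argue against it. With carried-over tissue the replicates would differ in these genes more than in others. The median absolute difference of these genes was at percentile 99.98 among random lists matched on mean expression. A length bias between the replicates did not account for this, since the percentile was 99.97 with lists also matched on exon length. The order hth alone, hth + tsh A, tsh alone, control held for 8 of the 10 genes, but it was taken from genes already looked at and decides nothing. A response of these genes to hth is the biological alternative. A response that follows the level of hth does not account for the difference between the replicates, since hth was at 1021 normalized CPM in A and 1031 in B while Lsp1beta was at 68.7 and 19.1 and Lsp1gamma at 77.4 and 18.6. Nor does it readily account for tsh alone, where all 10 genes were above the control with hth at 820 against 735. A response that also depends on tsh was addressed only by the interaction fit. There every gene of the list except Tsf1 (0.53) lay below the sum of the single changes, down to -6.01 for Fbp1. With 1 library of hth alone, such a response cannot be told apart from carried-over tissue.

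Muscle genes are not discussed as such in the paper. Over 12 of them the median log2 change was 2.23 in hth + tsh B, 1.39 in A, 0.84 in hth alone and -0.05 in tsh alone. Act57B, which is on this list, is also in Fig. 2B, where its log2 change of 1.87 in hth + tsh was the largest. Of the 12 muscle genes, 10 rose in hth + tsh. Carried-over muscle may explain this, though not the 2 that fell. Of these, sls had 300 normalized CPM in the control, against 10.95 or less for each other gene on the list. The fall of sls thus does not argue against carried-over muscle. The difference between the replicates was at percentile 97.7 among lists matched on expression and at 96.3 when exon length was also matched, so the replicates differed in these genes by more than most lists. The percentiles have no sign, and for example sls (-1.58 in A, -2.61 in B) and bt (0.65 in A, 0.32 in B) were higher in A. A gain of muscle gene expression in hth + tsh tissue remains as an alternative and was not tested.

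The other lists did not follow these patterns. No list covered further tissues such as the salivary glands, so RNA carried over from them was not examined. The median log2 change of 7 hemocyte genes was -0.65 in hth + tsh A, 0.12 in B, -0.54 in hth alone and 0.79 in tsh alone. For 9 heat shock genes it was -0.39, -0.33, 0.27 and -0.04 in the same order. In tsh alone, however, all 7 hemocyte genes were above the control. Their median there was at percentile 99.99 of random lists matched on mean expression, and this rise in 1 library was not followed up.

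Of all genes, 2 had under 0.2 CPM in the control and over 3 CPM in every other library. One is Gr64a, with 2 counts in the control and between 141 and 189 in the others. The other, of the same gene family, had 1 count in the control and between 55 and 77 in the others. CG11594, which lies next to it on 3L (from 4022700 to 4026011, with Gr64a from 4026769 to 4028600), had 1.31 normalized CPM in the control and between 15.1 and 23.7 elsewhere. The label of the control names UAS-GFP without a driver, though the paper calls it optix > GFP. A different genetic background of the control could give such genes, and it would then have more of them than any other library. It had 2, while hth + tsh B alone lacked 3 by the same measure. In the other direction, 3 genes were over 3 CPM in the control and under 0.2 CPM in every other library, against 4 in hth + tsh B and 3 in hth alone. Such counts of genes do not decide whether the control differs at single loci, so the pattern cannot be told apart from a different background. No biological explanation was tested.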

How the results depend on the processing

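The alternatives were set before the data were examined, except the thinning of the control library and the correction for exon length, which were chosen after seeing the data. No paired analysis was possible because the control, hth alone and tsh alone have 1 library each, so no 2 groups share more than 1 replicate number. Leaving out an hth + tsh replicate leaves 1 library per group, so gene counts were not recomputed that way. Of 142 values under alternatives, 97 stayed on the same side of the threshold or within the spread, 31 were stronger, 4 weaker, 8 moved and 2 reversed.

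The numbers of called genes depended most on the test. The 92 genes down and 14 up became 361 and 68 with DESeq2, 545 and 74 with edgeR's exact test, and 178 and 26 with genes of at least 10 counts in every library. Without a filter there were 154 down and 21 up. Without robust estimation the quasi-likelihood test called 0 down and 0 up, with 908 and 415 genes at an unadjusted p under 0.05. The cause was not tested. The share of called genes that fell was 84.2% with DESeq2 and 88.0% with the exact test. With the control thinned to the depth of hth + tsh B the numbers were 92 and 13, and corrected for exon length 62 and 10. Of the Fig. 2B genes, 1 passed the adjusted threshold, against 24 with DESeq2, 20 with the exact test and 0 without robust estimation. Retinal genes down numbered 9, and 24 with DESeq2, 25 with the exact test, 15 with the stricter filter of 10 counts, 6 after correction for exon length and 0 without robust estimation. DESeq2 called 1 DNA replication gene. It also gave 31 genes with an interaction of hth and tsh, where edgeR gave 0 and 268 at an unadjusted p under 0.05.

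EcR, ftz-f1, Hr46, Blimp-1 and ab kept their direction under every alternative run. With DESeq2 all 5 passed the adjusted threshold, at log2 changes of 0.65 for EcR, 1.59 for ftz-f1, -3.71 for Hr46, -1.48 for Blimp-1 and 1.10 for ab. With the exact test ftz-f1 (1.60), Hr46 (-3.70), Blimp-1 (-1.47) and ab (1.11) passed, and EcR did not. Without a filter ftz-f1 (1.60) and Blimp-1 (-1.48) passed. With the 10-count filter ftz-f1 (1.58) and Blimp-1 (-1.49) passed. Blimp-1 also passed with the RPKM filter (-1.49) and the fit on all 5 libraries (-1.48), and Blimp-1 (-1.31) and ab (1.26) passed after correction for exon length. Across the fits that each left out one replicate, log2 changes ran from 0.60 to 0.71 for EcR, 1.57 to 1.62 for ftz-f1, -4.31 to -3.28 for Hr46, -1.68 to -1.30 for Blimp-1 and 1.00 to 1.21 for ab.

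The Fig. 2B medians moved with library size normalization only, to 0.24 in hth alone and 0.18 in tsh alone, and stayed positive. Distances from the control rose with the 500 most variable genes, to 1.68 for tsh alone, 3.20 for hth alone, 3.15 for hth + tsh A and 4.83 for hth + tsh B, and the distance of B fell to 0.876 with the 10-count filter. In all of these tsh alone stayed nearest the control. The median log2 change of genes near regions with increased accessibility was 0.0156. It reversed to -0.0605 with all regions read that had an adjusted p under 0.05, a set cut at a log2 change of 0.462, was 0.0886 with genes that have a region of their own, and ran from -0.0112 to 0.0449 across the fits that each left out one replicate. A median this close to 0 has no stable sign.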

Differences from the paper's values

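The paper's calls in both directions came from DESeq with a filter on RPKM. DESeq was not run here, and the numbers called depended most on the test, so unlike counts need not mean unlike data. The paper reports 503 genes down-regulated in hth + tsh, and 92 were called here. Of the alternatives set before the data were examined, DESeq2 (361) and edgeR's exact test (545) came within 1.5 times the paper's number. The library size normalization (96), no filter (154), the 10-count filter (178), the RPKM filter (93), the fit on all 5 libraries (108), no robust estimation (0, with 908 at an unadjusted p under 0.05) and no fold change threshold (92) did not.

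The paper reports 103 genes up-regulated, and 14 were called here. Among the alternatives set before the data were examined, edgeR's exact test (74) came within 1.5 times the paper's number. DESeq2 (68), library size normalization (15), no filter (21), the 10-count filter (26), the RPKM filter (16), the fit on all 5 libraries (18), no robust estimation (0, with 415 at an unadjusted p under 0.05) and no fold change threshold (14) did not.

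The paper states that the cell cycle genes of Fig. 2B show no rise with either gene alone. Here 73 of 74 were above the control in hth alone and 71 in tsh alone, with median log2 changes of 0.31 and 0.24. As the genes were chosen for a rise above the same control library, this does not settle whether hth or tsh alone raises them. The DNA replication list was not chosen for a rise, though it shares genes with Fig. 2B. Its medians were 0.35 in hth alone and 0.34 in tsh alone, with 29 and 28 of 29 genes above the control. A control library in which such genes happen to be low would give the same. The legend of Fig. 2D names Hr46 and Blimp-1 as the most strongly down-regulated genes. Here svp fell more than Blimp-1, with log2 changes of -3.05 and -1.47. The paper describes Hr46 as specifically lowered in hth + tsh. Here its RNA was also below the control in hth alone, at -1.03, and in tsh alone, at -0.51, with no replicate check for either. The paper also stained Hr46 protein in clones, where only hth + tsh together lowered it. Whole-disc RNA does not separate cells, so it does not test that result. The paper places dp53 and Rbf among the up-regulated cell cycle regulators. Here their log2 changes were 0.25 and 0.23, with adjusted p = 0.601 and 0.514 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither gene is among the 74 genes read from Fig. 2B.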

Other observations

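The tests of exon length and of the depth of the control were chosen only after the results they bear on were seen. The tests of the shared control and of roX RNA were set before the data were examined.

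The rise of the Fig. 2B genes in hth alone and tsh alone may reflect a control library in which these genes happen to be low, since every comparison shares it. The median log2 difference of hth + tsh was 0.65 from the control and 0.38 from the mean of the single libraries, or 57.8%. The excess over the single libraries does not involve the control, but these genes were chosen for their rise in hth + tsh, which favours such an excess, so it decides nothing. The test says nothing about the rise in hth alone and tsh alone, which with 1 control library cannot be told apart from a low control.

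Exon length was related to the difference between the hth + tsh replicates, with a Spearman rho across genes of 0.400 (genes are not independent replicates). A length bias between the libraries may contribute to that difference. It accounts for little of it, since a correction that brought rho to 0.05 changed the distance between the replicates from 0.760 to 0.745. After the same correction the retinal list kept 98.1% of its median fall in hth + tsh and the DNA replication list kept 93.6% of its median rise. For hth + tsh minus the control the correction brought rho from -0.275 to -0.06, so the length trend it removed accounts for little of either median change. The number of retinal genes called down fell from 9 to 6 with the correction. GC content was not tested.

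The larger depth of the control could favour calls of genes that fall. With the control thinned to the total of hth + tsh B, 87.6% of the called genes still fell, which goes against this.

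The male-specific RNAs roX1 and roX2 both differed between the hth + tsh replicates, by 0.88 and 1.18 on the log2 scale. Their log2 changes from the control were 0.24 and 0.20 in replicate A, -0.64 and -0.98 in B, -0.80 and -0.99 in hth alone and -0.14 and -0.52 in tsh alone. A different share of male larvae in the pools is a candidate explanation, since both moved the same way by a similar amount between the replicates, and it would also affect the comparison of hth alone with the control. Sex is not given for the pools, and no biological explanation was tested.

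The paper examined CycA, CycE and dap by staining of clones. In the disc RNA, log2 changes in hth + tsh were 0.07 for CycA, 0.43 for CycE and -0.50 for dap, with adjusted p = 0.859, 0.402 and 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In hth alone dap was at -0.87.

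Replicate A of hth + tsh was nearer to hth alone than to replicate B in all 5 sets of settings computed, with distances of 0.640 against 0.759 in the first. Its tsh level was 1115 normalized CPM against 590 in B.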
